# Gene Regulation and Mitochondrial Activity During White and Brown Adipogenesis Are Modulated by KDM5 Histone Demethylase

**DOI:** 10.1210/jendso/bvae029

**Published:** 2024-02-13

**Authors:** Laurent Vergnes, Carrie B Wiese, Temeka Zore, Carrie Riestenberg, Rozeta Avetisyan, Karen Reue

**Keywords:** adipocyte differentiation, mitochondrial respiration, gene expression, KDM5C

## Abstract

Body fat accumulation differs between males and females and is influenced by both gonadal sex (ovaries vs testes) and chromosomal sex (XX vs XY). We previously showed that an X chromosome gene, *Kdm5c*, is expressed at higher levels in females compared to males and correlates with adiposity in mice and humans. *Kdm5c* encodes a KDM5 histone demethylase that regulates gene expression by modulating histone methylation at gene promoters and enhancers. Here, we use chemical inhibition and genetic knockdown to identify a role for KDM5 activity during early stages of white and brown preadipocyte differentiation, with specific effects on white adipocyte clonal expansion, and white and brown adipocyte gene expression and mitochondrial activity. In white adipogenesis, KDM5 activity modulates H3K4 histone methylation at the *Dlk1* gene promoter to repress gene expression and promote progression from preadipocytes to mature adipocytes. In brown adipogenesis, KDM5 activity modulates H3K4 methylation and gene expression of *Ucp1*, which is required for thermogenesis. Unbiased transcriptome analysis revealed that KDM5 activity regulates genes associated with cell cycle regulation and mitochondrial function, and this was confirmed by functional analyses of cell proliferation and cellular bioenergetics. Using genetic knockdown, we demonstrate that KDM5C is the likely KDM5 family member that is responsible for regulation of white and brown preadipocyte programming. Given that KDM5C levels are higher in females compared to males, our findings suggest that sex differences in white and brown preadipocyte gene regulation may contribute to sex differences in adipose tissue function.

Obesity affects approximately 40% of adults in the United States and rates continue to rise (www.cdc.gov). Obesity is a risk factor for numerous disease states, including cardiovascular disease, type 2 diabetes, nonalcoholic fatty liver, and some types of cancers. Several important differences exist between men and women in the storage and utilization of lipids in adipose tissue [1-4]. In general, men are more likely than women to store fat in visceral depots, and men are better able to mobilize stored fat than women. Women, on the other hand, have higher proportional body fat stores than men and are more likely to store fat in the gluteo-femoral region.

Mechanisms that influence sex differences in adiposity include both gonadal hormones (from ovaries or testes) and chromosomal sex (XX or XY chromosomes) [5]. Ovarian hormones have a major impact on fat storage, as established by studies in pre- and postmenopausal women, and in rodents before and after removal of gonads. In general, reduced ovarian hormone levels in females are associated with increased visceral adiposity, insulin resistance, dyslipidemia, and risk for cardiovascular disease [6, 7]. Additionally, male and female mice lacking the estrogen receptor have increased white adipose tissue mass and increased insulin resistance [8]. In contrast, estrogen replacement in postmenopausal women reduces central adipose tissue mass [9]. However, not all sex differences in adiposity can be attributed to gonadal hormones. For example, sex differences exist in body composition of human and mouse embryos prior to the action of gonadal hormones, indicating that sex chromosome complement likely plays a role [10, 11]. Furthermore, studies performed in a mouse model that allows the distinction between gonadal and chromosomal sex contributions revealed that XX compared to XY chromosome complement promotes enhanced adipose tissue accumulation independent of gonadal hormones [12, 13].

We previously identified the X chromosome gene *Kdm5c* as a key determinant of adiposity in the mouse [13]. Due to its escape from X chromosome inactivation, *Kdm5c* is expressed at higher levels in the adipose tissues of XX compared to XY mice [12, 13] and *KDM5C* is expressed at higher levels in women compared to men [14]. In our previous study, we demonstrated that *Kdm5c* dosage correlates positively with fat mass and expansion in response to a high-fat diet in mice, and that human *KDM5C* expression levels correlate with body mass index [13]. The KDM5C protein is an H3K4 (histone 3, lysine 4) demethylase enzyme that modulates histone methylation status at gene transcription start sites and enhancers to regulate gene expression [15, 16].

KDM5C belongs to a family of 4 KDM5 histone demethylase enzymes, which also includes KDM5A, KDM5B, and KDM5D [17]. In both mouse and human, the genes encoding KDM5A and KDM5B are located on autosomes and are expressed at similar levels in males and females. By contrast, KDM5C and KDM5D are encoded on the X and Y chromosomes, respectively, and have differential expression levels between male and female humans and mice [18, 19]. All KDM5 family members are presumed to catalyze the conversion of H3K4 trimethyl (me3) to H3K4 di- and mono-methyl forms (me2 and me). Previous studies of KDM5 enzymes in adipogenesis demonstrated roles for KDM5A and KDM5C in adipocyte differentiation using genetic knockdown in white preadipocytes or genetic haploinsufficiency in the mouse [13, 20]. However, these studies did not determine the temporal dynamics of KDM5 enzyme action during white adipogenesis, and no studies have assessed a potential role for KDM5 histone demethylases in brown adipogenesis.

Here, we determine that KDM5 histone-modifying activity is critical in a temporally defined manner to establish white and brown preadipocyte gene expression programs that permit clonal expansion, induction of adipogenic transcription factors and lipogenic genes, and mitochondrial respiration adaptation during adipocyte differentiation. KDM5 effects on gene expression during adipogenesis correlate with regulation of H3K4me3 histone marks at genes critical in the progression of white and brown adipocyte differentiation. Through analysis of protein levels and genetic knockdown, we identify KDM5C as the likely KDM5 family member responsible for epigenetic regulation of key genes that allow progression of white preadipocytes to mature adipocytes, and for induction of thermogenic genes in brown adipocytes. These findings illuminate mechanisms underlying our previous observation that *Kdm5c* gene dosage modulates adiposity in vivo [13].

## Materials and Methods

### Cell Culture

Mouse 3T3-L1 cells (passages 6-12) and medium were obtained from ZenBio (Durham, NC) and were cultured and induced to differentiate according to the manufacturer's protocol with minor changes. Briefly, 3T3-L1 cells were plated in preadipocyte medium (DMEM, containing 10% calf serum) and cultured to confluence (defined as day −2). Two days after confluence (defined as day 0), cells were induced to differentiate using a medium containing dexamethasone, insulin, isobutylmethylxanthine, and PPARγ agonist. Cells were maintained in differentiation medium for 2 days and then switched to an adipocyte maintenance medium containing insulin and dexamethasone, which was changed every other day. Immortalized brown adipocyte cells were a gift from Bruce Spiegelman [21] and were differentiated as previously described [22]. Cells were treated at specified time points with 10 µM KDM5-C70, a chemical inhibitor of KDM5 histone demethylase activity (Xcess Biosciences, Inc., Chicago, IL) or DMSO vehicle alone.

### Oil Red O Staining and Quantification

Neutral lipid staining and quantification were performed with Oil Red O (ORO, 0.2% w/v) as described previously [13].

### Cell Proliferation

Cells were plated in 12-well plates and treated with C70 at confluence (day −2); they were stimulated to differentiate at day 0 as described above. At indicated time points (days 0 through 4), cells were collected by trypsinization and counted either with a hemocytometer or by fluorescence with Hoechst 33342 dye in an Operetta (Perkin Elmer, Shelton, CT). For genomic DNA quantification, trypsinized cells were resuspended in TNE buffer (10 mM Tris, pH 7.4, 100 mM NaCl, 1 mM EDTA), and incubated with 1 µg/mL Hoechst 33342. A standard curve was obtained using a pool of DNA diluted in TNE. Fluorescence was measured with a VersaFluor fluorometer (Bio-Rad, Hercules, CA).

### RNA Extraction, cDNA Synthesis, and Real-Time Quantitative Polymerase Chain Reaction

RNA was extracted with Trizol (Invitrogen, Waltham, MA). cDNA synthesis was performed using iScript Reverse Transcription Supermix (Bio-Rad) and quantitative polymerase chain reaction (qPCR) was performed on a CFX Connect (Bio-Rad) using iTaq Universal SYBR Green Supermix (Bio-Rad). Primers for qPCR are listed in Supplementary Table S1 [23].

### Immunoblots

Cellular protein (30 µg) was electrophoresed on SDS-polyacrylamide gels and transferred to a nitrocellulose membrane. After blocking with 5% milk in TBST (0.1% Tween 20 in TBS), the membrane was incubated with primary antibody (1:1000) overnight, followed by secondary antibody (1:10 000) for 1 hour, with TBST washes in between. Antibodies used for Western blots: KDM5A (also known as JARID1A; RRID: AB_2234038), KDM5B (also known as JARID1B; RRID: AB_1264323), KDM5C (also known as JARID1C; RRID: AB_2615064), alpha Tubulin (RRID: AB_10722892), and anti-rabbit IgG (RRID: AB_2533967). Immunoreactive bands were developed with ECL Prime (RPN2232, Millipore, Burlington, MA) and visualized with a Bio-Rad Gel-Doc imager.

### Plasmids and siRNA Transfection

Expression plasmids for *Ccna2* and *Ccne1* were purchased from Origene. The gene coding regions were cloned into a pCMV6 vector with a C-terminal Myc tag. Cells were transfected with BioT (Bioland Scientific, Paramount, CA) following the manufacturer's protocol. The siRNA knockdown was described previously [13]. Briefly, 50 nM of ON-TARGETplus siRNA (Horizon Discovery, St. Louis, MO) was reverse-transfected with Lipofectamine RNAi-MAX (Thermo Fisher Scientific, Waltham, MA).

### RNA-seq Analysis

Library construction, sequencing and alignment were performed at the Technology Center for Genomics & Bioinformatics at UCLA as described [13]. Briefly, read data were aligned by STAR (version 2.7.2a) to Ensembl reference genome GRCm38.97. Differentially expressed genes (DEG) were identified by EdgeR (v3.28.1) using trimmed mean of M values normalization and significance as adjusted *P* value < .05 (Robinson 2010, McCarthy 2012). The DEG with > 1.25-fold change and adjusted *P* value < .05 for at least one time point were soft clustered with the Mfuzz package (v2.46.0) [24]. A total of 8 clusters were generated with a 2.0 fuzzification parameter and membership >0.5.

### Chromatin Immunoprecipitation

Cells were fixed for 10 minutes with 1% formaldehyde and quenched with 12.5 mM glycine at room temperature. Nuclei were isolated in a hypotonic buffer (20 mM Tris-HCL, 10 mM NaCl, 3 mM MgCl_2_) with Dounce homogenization. The chromatin was sheared by sonication (5 cycles of 15 seconds) in 1% SDS buffer with average fragment size of 200 to 600 bp. The soluble chromatin was incubated overnight with primary antibodies at 4 °C. The immunoprecipitation was performed with protein A/G plus agarose beads (sc-2003, Santa Cruz Biotechnology, Dallas, TX) incubated for 1 to 2 hour at 4 °C and sequentially washed with low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), high-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 500 mM NaCl), LiCl buffer (1% NP40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.1, 250 mM LiCl), and 1× TE buffer. The immune complexes were eluted with 1% SDS/0.1 M NaHCO_3_ and the cross-linking was reversed with 0.2 M NaCl treatment at 65 °C for > 4 hour. After RNase and proteinase K treatment, the DNA was recovered with PCR cleaning kit (Bioland Scientific). The qPCR was performed on a CFX Connect (Bio-Rad) using iTaq Universal SYBR Green Supermix (Bio-Rad), by calculating the fold-enrichment to the IgG isotype control after correcting for PCR efficiency for each primer set. Antibodies used for chromatin immunoprecipitation: rabbit anti-Histone H3 (RRID: AB_302613), rabbit anti-H3K4 monomethyl (RRID: AB_306847), rabbit anti-H3K4 trimethyl (RRID: AB_306649), and rabbit IgG isotype control (RRID: AB_2687657).

### Cellular Respiration

Cellular respiration was measured using a Seahorse XF24 or XF96 (Agilent Technologies, Santa Clara, CA), as described previously [22]. For 3T3-L1 cells, oxygen consumption rate (OCR) was measured before and after the sequential injection of 0.75 µM oligomycin, 0.5 µM FCCP and 0.75 μM rotenone/myxothiazol. For brown adipocytes, cells were activated with 10 nM CL316,243 1 hour prior to the assay, and OCR was measured before and after the sequential injection of 2 µM oligomycin, 2 µM FCCP and 2 μM rotenone/myxothiazol. Mitochondrial respiration was determined as the OCR difference between basal and rotenone/myxothiazol injections. ATP-linked respiration was determined as the oligomycin response. Proton leak was determined as the OCR difference between oligomycin and rotenone/myxothiazol injections. Following Seahorse assays, plates were fixed in formalin and incubated with 1.25 µg/mL Hoechst 33342 in PBS for 15 minutes to stain nuclei. After PBS washes, cell counts were determined using an Operetta high-content imaging system (Perkin Elmer) at 20× magnification.

### Statistical Analyses

Statistical analyses were performed in Prism (GraphPad Software, Boston, MA) as indicated in text and figure legends for each experiment. Analyses include repeated-measures ANOVA, 2-factor ANOVA, and unpaired 2-tailed Student *t* test for biochemical assays, and EdgeR and MFuzz packages for analysis of RNA-seq differential gene expression and clustering. A value of *P* < .05 was considered significant for ANOVA and *t* tests; criteria for significance in RNA-seq data is provided in the text.

## Results

### KDM5 Protein Levels Are Dynamic During Adipogenesis

Previous studies have implicated KDM5 family members in adipogenesis and adipose tissue mass [13, 20], but the temporal regulation of KDM5 protein levels during adipocyte differentiation has not been established. We assessed the protein levels of KDM5 family members KDM5A, KDM5B, and KDM5C during white (3T3-L1) [25] and brown preadipocyte differentiation [21]. KDM5A and KDM5C proteins were present in white and brown preadipocytes (prior to confluence) but were diminished to very low levels in mature adipocytes (day 8 after differentiation induction) (Fig. 1A and B). Conversely, KDM5B protein was detectable only in mature white and brown adipocytes (Fig. 1A and B). Specific antibody for mouse KDM5D is not available, but *Kdm5d* mRNA was not detected in 3T3-L1 cells and was not investigated further. These findings indicate that KDM5A and KDM5C proteins are primarily present in preadipocytes, while KDM5B is detectable only in mature adipocytes.

**Figure 1.**
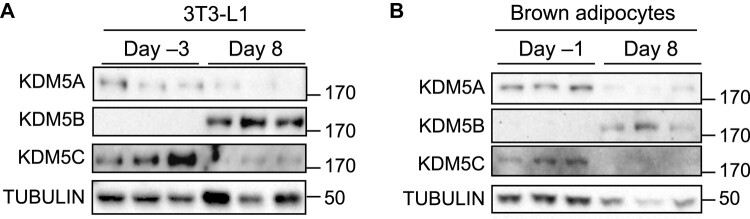
KDM5 protein levels in differentiating 3T3-L1 white adipocytes and brown adipocytes. (A) KDM5 protein detection by Western blot was performed in 3T3-L1 cells at the preadipocyte (day −3) and mature adipocyte stage (day 8). (B) KDM5 protein levels in brown preadipocytes (day −1) and mature adipocytes (day 8).

### KDM5 Acts Exclusively During the Preadipocyte Stage to Influence White and Brown Adipogenesis

We characterized the requirement for KDM5 activity at specific stages of white and brown adipogenesis by treating 3T3-L1 white preadipocytes and brown preadipocyte at defined intervals during differentiation with an inhibitor of KDM5 histone demethylase activity, KDM5-C70 (henceforth referred to as C70). In 3T3-L1 cells, C70 treatment beginning in preadipocytes and continuing throughout differentiation (day −2 through day 8) led to severely impaired mature adipocyte formation (Fig. 2A). This was apparent by a nearly complete lack of lipid accumulation (assessed by Oil Red O staining) and a transcriptional profile characteristic of preadipocytes, with elevated expression of the preadipocyte marker *Dlk1* (also known as *Pref1*), and low levels of adipogenic (*Pparg*, *Fabp4*, *Adipoq*) and lipogenic (*Acaca*, *Fasn, Gpat1, and Lpin1)* gene expression (Fig. 2B).

**Figure 2.**
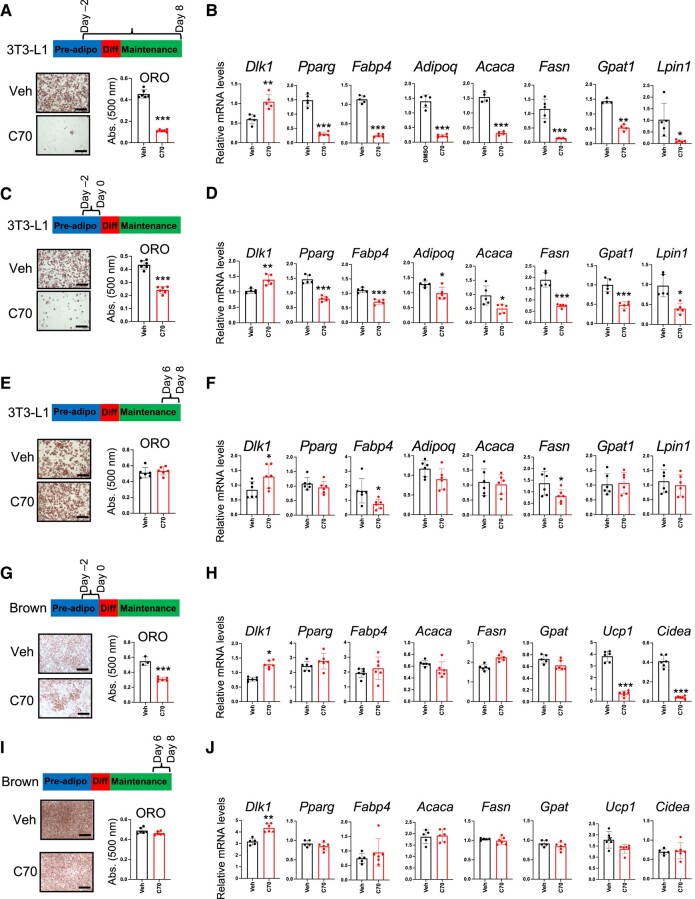
KDM5 influences adipocyte differentiation in a temporally restricted manner. 3T3-L1 and brown adipocyte differentiation was assessed by oil red O (ORO) staining of lipids and qPCR analysis of adipogenic and lipogenic gene expression. 3T3-L1 cells or brown adipocytes were treated with KDM5 inhibitor (C70) during the time intervals depicted on timelines. (A, B) C70 treatment of 3T3-L1 cells throughout differentiation, days −2 through 8. (C, D) C70 treatment of 3T3-L1 cells on days −2 to 0 only (prior to addition of differentiation medium). (E, F) C70 treatment of 3T3-L1 cells on days 6 through 8, after differentiation to mature adipocytes. (G, H) C70 treatment of brown adipocytes on days −2 to 0, prior to addition of differentiation medium. (I, J) C70 treatment of brown adipocytes on days 6 through 8, after differentiation to mature adipocytes. Comparison of vehicle- and C70-treated cells by *t* test; * *P* < .05; ** *P* < .01; *** *P* < .001.

We next tested whether KDM5 inhibition in 3T3-L1 cells exclusively during the preadipocyte stage or exclusively in mature adipocytes would influence lipid accumulation and gene expression. 3T3-L1 preadipocytes treated with a single dose of C70 during a 2-day window prior to addition of differentiation medium (days −2 through 0) exhibited the same impairment of lipid accumulation and adipogenic/lipogenic gene expression as when treated for the duration of differentiation (Fig. 2C and D). By contrast, KDM5 inhibition in mature white adipocytes (days 6 through 8) led to normal lipid accumulation and only minor reductions in lipogenic gene expression, although *Dlk1* expression was elevated (Fig. 2E and F).

Similar temporal effects of KDM5 inhibition were observed in brown adipocytes, with treatment of preadipocytes (days −2 through 0) leading to reduced lipid accumulation and increased *Dlk1* expression, but unlike white preadipocytes, no effects on expression of *Pparg* or lipogenic genes (Fig 2G and 2H). Notably, KDM5 inhibition during the brown preadipocyte period prevented induction of the key thermogenic genes *Ucp1* and *Cidea*, which are a hallmark of thermogenic brown adipocytes (Fig. 2H). KDM5 inhibition in mature brown adipocytes (days 6 through 8) had no effect on lipid accumulation or expression of lipogenic or thermogenic genes (Fig. 2I and 2J). These results indicate that KDM5 activity is critical during the very early stage of white and brown preadipocyte commitment to form mature adipocytes, but does not substantially influence lipid accumulation or gene expression in mature adipocytes.

### KDM5 Modulates H3K4 Methylation at the *Dlk1* Promoter and *Ucp1* Enhancer

Since KDM5 inhibition in both white 3T3-L1 and brown preadipocytes prevented the downregulation of *Dlk1* expression that normally occurs during differentiation, we hypothesized that the *Dlk1* gene is a direct target of KDM5 histone demethylase activity. The H3K4me3 histone mark at gene promoters generally enhances transcription, whereas it may repress transcription at enhancer regions [26]. We tested whether the enhanced *Dlk1* expression in preadipocytes treated with C70 reflects impaired H3K4me3 demethylation at the *Dlk1* promoter. We performed chromatin immunoprecipitation (ChIP)-PCR using primers near the *Dlk1* transcription start site (TSS). C70 treatment increased H3K4me3 marks near the *Dlk1* TSS in both 3T3-L1 and brown preadipocytes (Fig. 3A). These results suggest that the *Dlk1* promoter is a target of KDM5 demethylase activity, consistent with effects on gene expression during white and brown preadipocyte differentiation (see Fig. 1).

**Figure 3.**
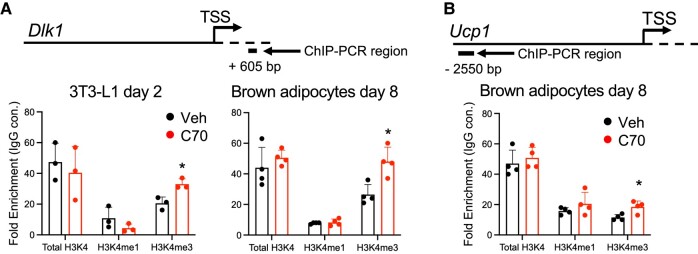
KDM5 modulates H3K4 methylation at the *Dlk1* promoter and *Ucp1* enhancer. H3K4 methylation status was determined by ChIP-qPCR at promoters/enhancers indicated with antibodies against total histone H3, lysine 4 trimethylated H3 (H3K4me3) and lysine 4 monomethylated H3 (H3K4me1). A control IgG antibody was used in tandem to assess nonspecific antibody binding and data are expressed as the fold-enrichment of H3 antibodies relative to the IgG control. (A) ChIP-qPCR of total H3 and H3K4 methylation status near the *Dlk1* transcription start site (+605 bp) in 3T3-L1 and brown adipocytes treated with KDM5 inhibitor C70 or vehicle (Veh) at day −2 and harvested for ChIP-qPCR at day 2 (3T3-L1) or treated with C70 at day −1 and harvested for ChIP-qPCR at day 8 (brown adipocytes). (B) ChIP-qPCR to assess total H3 and H3K4 methylation at *Ucp1* enhancer (−2550 bp) in brown adipocytes treated with C70 or Veh at day −1 and harvested for ChIP-qPCR at day 8. Comparison of Veh and C70-treated cells by *t* test; * *P* < .05.

Based on the dramatic reduction in *Ucp1* expression in brown preadipocytes treated with C70 (Fig. 2H), we hypothesized that *Ucp1* may be a direct target of KDM5 activity. *Ucp1* gene expression is regulated by enhancer sequences located 2.5 Kb upstream of the TSS [27, 28]. C70 increased H3K4me3 marks at the *Ucp1* enhancer (Fig. 3B). Given that H3K4me3 marks at enhancers may repress transcription [26], this is consistent with the observed reduction in *Ucp1* expression in brown preadipocytes treated with KDM5 inhibitor (see Fig. 1).

### KDM5 Inhibition in 3T3-L1 White Preadipocytes Reduces Expression of Genes Associated With Cell Cycle and Mitochondrial Function

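RNA was sequenced from 3T3-L1 cells, a mouse fibroblast line that forms white adipocytes in culture, after treatment with 10 µM C70 or vehicle from day -2 to day 0. The data comprised 29 samples in 8 groups, with 3 vehicle and 4 C70 replicates at each of days 0, 1 and 2, and 4 of each at day 7. The authors aligned reads with STAR 2.7.2a to GRCm38 with Ensembl release 97 and deposited whole-number counts per gene for 11959 genes. The program that counted the reads, its use of strand and the rule that removed low genes are not stated in the text of the paper. Every gene kept had a CPM (counts scaled to the same library total) above 1 in at least 20 samples. Total counts per sample ranged from 16320275 to 24037170. Median totals in vehicle and C70 samples were 20815911 and 19812905 at day 0, 20039180 and 19395441 at day 1, 21998280 and 17842664 at day 2, and 18991696 and 19710217 at day 7. Here the counts were normalized by the trimmed mean of M values method and fitted in edgeR 4.0.16 with all 8 groups in one quasi-likelihood model. C70 was then compared with vehicle at each day. Genes with a Benjamini-Hochberg adjusted P value under 0.05 within the day and a fold change over 1.25 were counted as differentially expressed genes (DEGs). The text of the paper names edgeR, the normalization and these thresholds, but not the edgeR test or the design. The fold change threshold, the number of genes tested and the scaling between samples can all change the counts.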

To characterize the effect of KDM5 activity on preadipocyte gene expression in a global manner, we performed total RNA-sequencing of 3T3-L1 cells treated with C70 as preadipocytes (days −2 through 0) and collected at 4 time points throughout differentiation (days 0, 1, 2, and 7). We identified 5809 genes with altered expression in response to C70 (fold-change > 1.25 for at least one time point, adjusted *P* < .05) (Fig. 4A). Of these genes, 2543 genes (44%) were differentially expressed at more than one time point, and 398 genes were differentially expressed at all 4 time points after KDM5 inhibition. In addition, C70 treatment altered the expression of 2031 genes at days 1 and 2, and 1371 of these genes were still differentially expressed at day 7. 

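With edgeR's quasi-likelihood test, 5319 of 11959 genes were DEGs at one or more time points. There were 1073 DEGs at day 0, 2564 at day 1, 3642 at day 2 and 2287 at day 7. Genes with higher expression after C70 numbered 704, 1631, 2021 and 1707 on these days, and those with lower expression 369, 933, 1621 and 580. The share of DEGs with higher expression was 63.6% at day 1 and 74.6% at day 7, but 50.9% and 58.7% after quantile normalization. This share also moved with the fold change threshold: it was 54.9%, 51.7%, 49.9% and 54.2% at days 0, 1, 2 and 7 on the adjusted P value alone, and 83.9%, 82.0%, 67.9% and 90.1% with a fold change over 1.5. The fold change threshold moved the total most: 2550 genes passed at one or more time points with a fold change over 1.5, and 8848 passed on the adjusted P value alone. At day 0, Hsd11b1 rose from 1.03 ± 0.463 CPM in vehicle (SD, n = 3) to 17.6 ± 1.72 with C70 (SD, n = 4). This is a log2 fold change of 4.10 (standard error 0.175, adjusted P = 3.28e-17 by edgeR's quasi-likelihood test). At day 2, Crocc2 rose from 9.61 ± 1.09 CPM (SD, n = 3) to 277 ± 5.94 (SD, n = 4), and Thrsp fell from 102.9 ± 6.47 (SD, n = 3) to 17.3 ± 2.91 (SD, n = 4). At day 7, Ndrg1 fell from 193 ± 13.5 CPM (SD, n = 4) to 65.0 ± 10.8 (SD, n = 4). These genes were chosen among DEGs in which every C70 replicate lay on the same side of every vehicle replicate of that day. Their separation therefore follows from the choice.

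**Figure D1:**
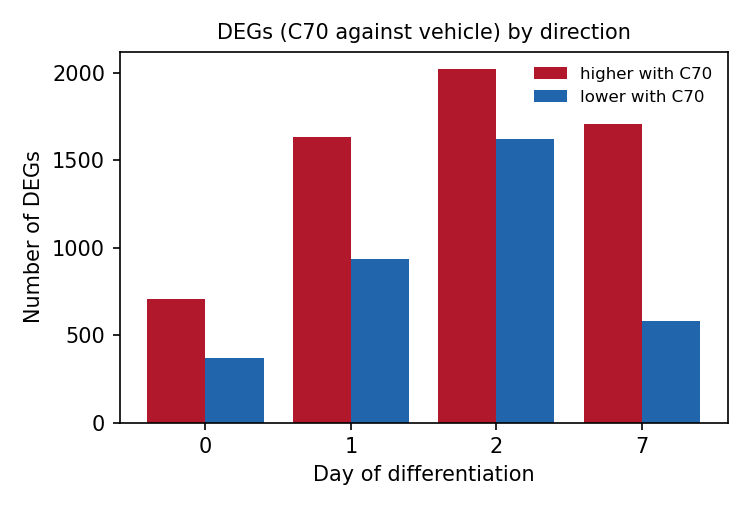
Number of DEGs (C70 against vehicle) on each day of differentiation, with bars for genes higher and lower after C70. Genes with higher expression outnumber those with lower expression on each day, 1707 against 580 at day 7, but not at day 2 under quantile normalization, where 47.5% of the DEGs were higher, or on the adjusted P value alone, where 49.9% were.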

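Of the 5319 DEGs, 2538 passed the thresholds at exactly 1 time point and 2781 (52.3%) at more than 1. All 4 time points shared 296 DEGs, of which 246 were higher after C70 at each time point, 9 were lower at each and 41 changed direction. Among the DEGs at more than 1 time point, 2442 changed in the same direction at each of them. The number shared by all 4 time points was 197 after quantile normalization.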

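C70 changed 1807 genes at both day 1 and day 2, in the same direction for 1764 of them (1183 higher and 581 lower). At day 7, 861 of the 1807 (47.6%) still passed both thresholds, and 1124 had an adjusted P value under 0.05 by edgeR's quasi-likelihood test without the fold change threshold. Direction was the same at all 3 time points for 787 of the 861 genes and opposite at day 7 for 58.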

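The 4 log2 fold changes of each of the 5319 DEGs, standardized per gene, were grouped by fuzzy c-means in e1071 1.7.16, the algorithm behind Mfuzz, with 8 centres and a fuzzifier of 2. Of 20 random starts, 17 reached the lowest objective. At a membership over 0.5, 3006 genes were assigned to a cluster and 2313 were not. Cluster sizes ranged from 249 to 512 genes. The clusters were numbered here by their centre at day 2, from the lowest to the highest, so the numbers need not be those of Fig. 4B. With a fuzzifier of 1.5 in place of 2, 4794 genes were assigned, and with a membership over 0.7, 1430. The fuzzifier also changed the profiles: for 3 of the 8 centres, those of clusters 3, 4 and 6, no centre at 1.5 correlated at 0.9 or more (best r = 0.897, 0.777 and 0.878).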

The DEGs for each day were clustered with Mfuzz, which identified 8 gene expression clusters with distinct expression profiles across time (Fig. 4B) [24]. Within each cluster, we performed gene enrichment analysis using the DAVID functional annotation tool to identify potential molecular pathways regulated by KDM5 with the kinetic patterns shown in Fig. 4B [29]. The top Uniprot Keyword annotation category for each cluster is presented in Fig. 4C.

**Figure 4.**
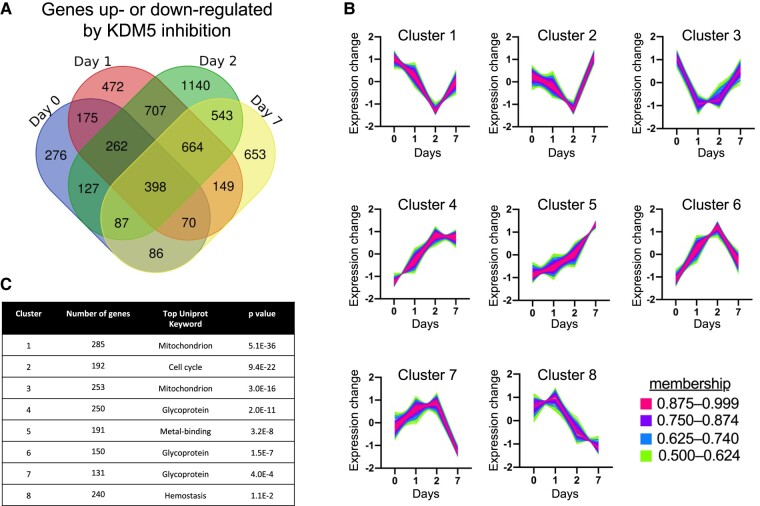
Temporal gene expression profiling after KDM5 inhibition in 3T3-L1 cells. 3T3-L1 preadipocytes were treated with vehicle or C70 at days −2 to 0, and harvested at days 0, 1, 2, and 7 of adipocyte differentiation for RNA-seq. Differentially expressed genes (DEG) were identified by EdgeR at adjusted *P* < .05. For clustering analysis by mFuzz, we included genes with > 1.25-fold change with C70 compared to vehicle and adjusted *P* < .05 for at least one time point. (A) Venn diagram illustrating the number of genes with altered expression in response to C70 treatment at each time point. Overlapping regions denote genes that exhibit altered expression at multiple time points. (B) Cluster analysis was performed using mFuzz to identify temporal gene expression patterns resulting from KDM5 inhibition. (C) Functional classification of genes contained in each mFuzz cluster was performed using the DAVID enrichment tool. The top Uniprot Keyword category for each cluster is shown with the corresponding adjusted *P* value (Benjamini correction).

As shown in Fig. 4B, clusters 1, 2, and 3 all contain genes that responded to KDM5 inhibition by reducing expression levels during days 0 through 2. 

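The 3 clusters with the lowest centres at day 2 held 388, 376 and 249 genes. At day 2, 99.0%, 96.3% and 95.2% of their genes were lower after C70 than in vehicle, and at day 1 72.4%, 89.4% and 96.0% were. At day 0 these shares were 39.2%, 79.3% and 47.8%, and only 0.258%, 8.78% and 0.402% of the genes were DEGs with lower expression. The median log2 fold changes at day 0 were 0.044, -0.12 and 0.0087, against -0.51, -0.50 and -0.45 at day 2. By day 7 the medians were -0.18, 0.12 and -0.14.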

Clusters 1 and 3 were enriched with genes that are associated with mitochondrial function (Fig. 4C). 

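Lists of genes written before the data were examined were tested in each cluster with Fisher's exact test, one-sided, against all 11959 genes, because the DAVID keywords were not used here. Cluster 1 held 15 of 77 oxidative phosphorylation subunits (19.5%, against 3.24% of all genes, adjusted P = 2.93e-07). Cluster 3 held 6 of 77 mitochondrial ribosome genes (7.79% against 2.08%, adjusted P = 0.0389 by the same test). Another 12 of the 77 subunits were in cluster 4, whose genes fell at day 7 (adjusted P = 7.42e-07, same test). P values were adjusted by the Benjamini-Hochberg method over all lists and clusters. With the clustered DEGs as background, these 3 adjusted P values were 5.94e-06, 0.0212 and 1.36e-05.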

Cluster 2 was enriched with genes that are associated with cell cycle function (Fig. 4C), and also included significant enrichment of lipid metabolism genes (*P* = 1.5 E–12, not shown). 

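Cluster 2 held 19 of 52 G2/M genes (36.5% against 3.14% of all genes, adjusted P = 4.7e-14 by Fisher's exact test) and 7 of 41 S phase genes (adjusted P = 0.00226, same test). G2/M genes were also over-represented in cluster 1, with 13 of 52 (adjusted P = 1.28e-07), and S phase genes in cluster 3, with 9 of 41 (adjusted P = 1.37e-06, same test). Of the lists tied to lipids, 9 of 29 adipogenic and lipogenic genes were in cluster 3 (adjusted P = 9.75e-08) and 12 of 22 cholesterol synthesis genes in cluster 1 (adjusted P = 2.44e-11, same test). Neither list was over-represented in cluster 2 at an adjusted P value under 0.05.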

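The other 5 clusters held 250, 427, 315, 512 and 489 genes. Clusters 5, 7 and 8 had higher expression after C70 at day 7. On that day 4.22%, 2.73% and 9.20% of their genes were lower than vehicle, with median log2 fold changes of 0.60, 0.64 and 0.27. At day 0 their medians were -0.105, -0.0437 and 0.0554. In cluster 6 the median log2 fold change was 0.50 at day 1 and 0.53 at day 2, and -0.12 at day 7. Cluster 4 moved the other way, from a median of 0.32 at day 0 to -0.34 at day 7, when 84.0% of its genes were lower than vehicle. Collagen genes were over-represented in cluster 5 (8 of 24, adjusted P = 1.08e-05 by Fisher's exact test) and interferon-stimulated genes in cluster 8 (10 of 19, adjusted P = 2.32e-08, same test).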

The remaining gene clusters (4-8) contained genes that increased expression during differentiation in response to KDM5 inhibition (Fig. 4B). These were enriched for genes associated with glycoproteins, metal-binding proteins, and hemostatic proteins (Fig. 4C).

### Mitotic Clonal Expansion in 3T3-L1 Preadipocytes Is Impaired With KDM5 Inhibition

The RNA-seq data showing effects of KDM5 activity on cell cycle and mitochondrial gene expression (Fig. 4) led us to directly measure the effect of C70 on these cellular processes. A key event during preadipocyte differentiation is concerted proliferation, known as mitotic clonal expansion, which precedes the induction of adipogenic transcription factor gene expression [30, 31]. To investigate whether KDM5 activity is necessary for preadipocyte proliferation, we treated 3T3-L1 cells with C70 at days −2 through 0, and quantitated cell number and genomic DNA content between days 0 and 4. As determined by repeated-measures ANOVA, C70 significantly reduced cell numbers compared to control treatment, and pairwise comparisons showed reduced cell numbers at days 4, 6, and 8 (Fig. 5A). The reduction in cell number was confirmed as decreased in genomic DNA concentration at days 3 and 4 (Fig. 5B). Interestingly, brown adipocytes treated with C70 at day −1 also showed significant reductions in cell number by repeated-measures ANOVA, with significant reductions by pairwise comparison with control treatment at days 0 and 6 (Fig. 5C).

**Figure 5.**
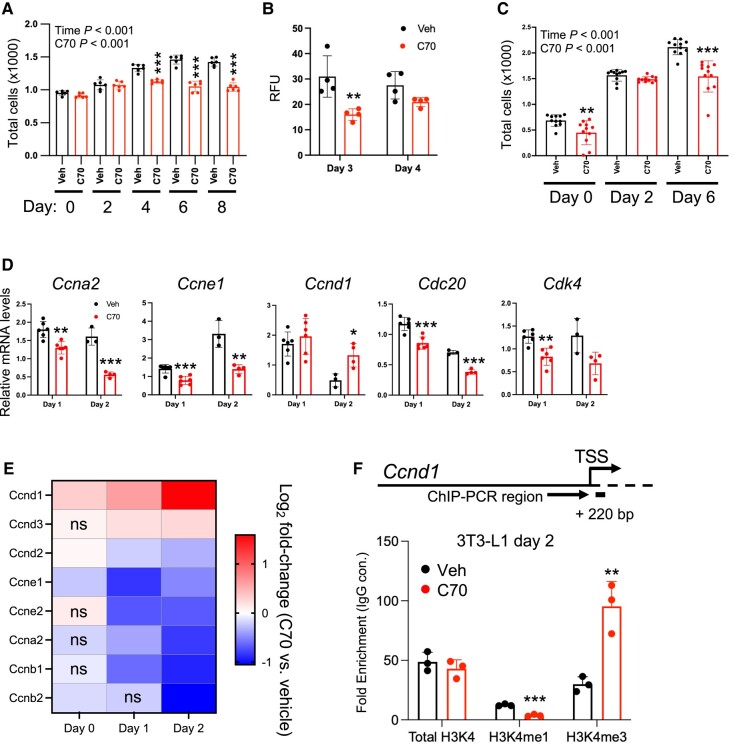
KDM5 inhibition in preadipocytes impairs mitotic clonal expansion. (A) Cell proliferation was assessed in 3T3-L1 preadipocytes treated with C70 or vehicle (Veh) at days −2 to 0, and cells were harvested for analyses on the days indicated. Cell numbers were determined with a hemocytometer after releasing cells with trypsin. (B) Genomic DNA content was measured by fluorescence with Hoechst 33342 dye in 3T3-L1 cells treated as in (A). (C) Brown adipocyte proliferation was assessed by fluorescence with Hoechst 33342 dye after addition of C70 or Veh at days −2 to 0. (D) qPCR analysis of cell cycle–related gene expression in 3T3-L1 cells treated with C70 or Veh at days −2 to 0. (E) Heatmap of differentially expressed cyclin genes during 3T3-L1 differentiation depicting fold-change in expression due to C70 treatment compared to vehicle. Data are from the RNA-seq experiment shown in Fig. 4. ns, not significant. (F) ChIP-qPCR of H3K4 histone methylation status near *Ccnd1* transcription start site (+220 bp) in 3T3-L1 cells. Experiment performed as described in Fig. 3. Data in panels A and C were analyzed by repeated-measures ANOVA, with *P* values for effects of time and C70 treatment shown. Subsequent pairwise comparisons, and analyses in other panels C, D, and F were by *t* test. ** *P* < .01; *** *P* < .001.

3T3-L1 preadipocyte expansion relies on cyclin proteins, which are induced in response to cell confluence and components of the adipocyte differentiation cocktail [30, 31]. Our RNA-seq study (Fig. 4) indicated that KDM5 inhibition reduces cell cycle gene expression in 3T3-L1 preadipocytes. 

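Of 41 S phase genes, 38 were lower after C70 at day 1 (29 DEGs with lower expression) and 40 at day 2 (31 DEGs). The median log2 fold changes were -0.45 and -0.46. Of 52 G2/M genes, 51 were lower at day 1 and 49 at day 2, with medians of -0.35 and -0.72. Limma's camera test, with a preset correlation between genes of 0.01, gave adjusted P values of 1.18e-11 and 1.62e-08 for S phase genes and 3.1e-08 and 1.59e-15 for G2/M genes. All 4 calls held under fry, and with an estimated correlation all held but that of G2/M genes at day 1 (adjusted P = 0.139 by camera). At day 0 the median was -0.059 for S phase genes and -0.054 for G2/M genes, and at day 7 it was -0.065 and -0.0062. At day 0, 31 of the 41 S phase genes were lower (adjusted P = 0.0189 by camera and 0.00406 by fry). With an estimated correlation the adjusted P value was 0.347. At day 7 the S phase genes passed fry (adjusted P = 0.0253) but not camera (adjusted P = 0.0906). G2/M genes passed neither test at day 0 or day 7. From the RNA-seq data of Fig. 4, the paper reasons that inhibiting KDM5 lowers the expression of cell cycle genes in preadipocytes, and it goes on to measure cyclin genes by qPCR.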

We verified this by treating 3T3-L1 cells with C70 at days −2 through 0 and quantifying cyclin gene expression at days 1 and 2 by qPCR. KDM5 inhibition reduced expression of cyclin genes *Ccna2* and *Ccne1* and cell cycle–related genes *Cdk4* and *Cdc20,* but increased levels of *Ccnd1* (Fig. 5D). 

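Ccnd1 (chromosome 7 of GRCm38, 144929931 to 144939925) had 14.8 ± 0.183 CPM in vehicle (SD, n = 3) and 44.6 ± 2.29 with C70 (SD, n = 4) at day 2. Its log2 fold change was 1.59 (standard error 0.0935, adjusted P = 7.85e-15 by edgeR's quasi-likelihood test), and 0.33, 0.67 and 1.13 at days 0, 1 and 7. Ccnd1 no longer passed the fold change threshold at day 0 without day 0 vehicle replicate 3 (0.31) or under quantile normalization (0.29). Ccnb1 (chromosome 13, 100778650 to 100786570) fell at day 2 from 28.3 ± 2.43 CPM (SD, n = 3) to 15.1 ± 1.26 (SD, n = 4), and Ccnb2 (chromosome 9, 70407692 to 70421547) from 15.2 ± 0.695 to 7.29 ± 0.861. Each has a named pseudogene in the annotation, so reads could have been divided between copies. Ccne2 (chromosome 4, 11191351 to 11204779) fell by 0.64 on the log2 scale at day 1 and by 0.68 at day 2. Ccnd2 (chromosome 6, 127125162 to 127152193) fell by 0.33 at day 2 (adjusted P = 4.88e-05 by the same test), which passed the fold change threshold. It did not pass without day 1 C70 replicate 1, day 7 vehicle replicate 1 or day 7 C70 replicate 2 (-0.32 in each fit), without the genes of lowest mean level (-0.32) or under quantile normalization (-0.23). At day 7 its log2 fold change was 0.25. Ccnd3 (chromosome 17, 47505051 to 47599691), which also has a named pseudogene, was higher after C70 on each day, with log2 fold changes of 0.11, 0.26, 0.24 and 0.32 (adjusted P = 0.348, 0.00412, 0.00637 and 0.000253, same test). Ccnd1, Ccnd2, Ccnd3 and Ccne2 overlap an antisense gene. Of the 8 cyclin genes of Fig. 5E, 1, 4, 7 and 1 were DEGs at days 0, 1, 2 and 7. The count at day 0 was 0 without day 0 vehicle replicate 3, and that at day 1 was 5, with Ccna2 added, without day 1 vehicle replicate 1 or day 1 C70 replicate 1 or 3 (-0.40, -0.33 and -0.35). The count at day 7 was 2, with Ccnd3 added, without day 1 C70 replicate 1, day 7 vehicle replicate 1 or 4, or day 7 C70 replicate 1 or 3. Adjusted over the list alone, 1, 7, 8 and 3 had an adjusted P value under 0.05, and over all genes tested 1, 6, 8 and 3. The study chose this list on these samples, so the count over the list alone is not independent evidence.

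**Figure D2:**
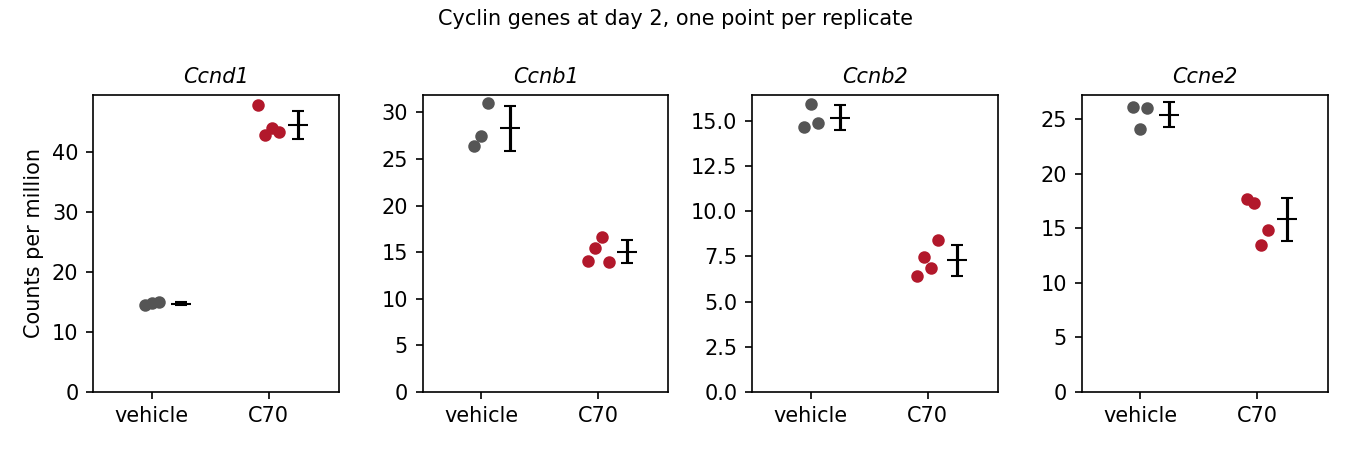
CPM of Ccnd1, Ccnb1, Ccnb2 and Ccne2 at day 2, with 1 point per replicate for 3 vehicle and 4 C70 replicates and the mean ± SD beside them. The C70 replicates lie above the vehicle replicates for Ccnd1 and below them for the other genes.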

Our RNA-seq data from 3T3-L1 cells showed that C70 also reduced additional cyclin gene expression (*Ccnb1*, *Ccnb2*, *Ccne2*, *Ccnd2*, *Ccnd3*), and confirmed the increase in *Ccnd1* expression (Fig. 5E). The increase in *Ccnd1* expression was associated with an increase in H3K4me3 marks near the TSS of *Ccnd1* as determined by ChIP-PCR, consistent with direct regulation by KDM5 histone demethylase activity (Fig. 5F).

### Cyclin A2 and E1 Complementation Rescues C70 Impairment of 3T3-L1 Preadipocyte Differentiation

Our results suggested that cyclins may represent targets of KDM5 action during early stages of preadipocyte differentiation. Given the key role of cyclins in adipogenesis, we tested whether ectopic expression of cyclin A2 (*Ccna2*) or E1 (*Ccne1*) is sufficient to restore adipocyte differentiation in C70-treated cells. 3T3-L1 preadipocytes were transfected with expression vectors for *Ccna2* or *Ccne1* at day −3, treated with C70 or control vehicle at day −2, and collected at days 2 and 8 for analysis. As expected, C70 decreased lipid accumulation at day 8, but cyclin overexpression in C70-treated cells reversed this phenotype (Fig. 6A). Additionally, maintaining either *Ccna2* or *Ccne1* expression normalized C70-induced aberrant expression of *Dlk1* at day 2 (Fig. 6B) and restored expression levels of *Pparg*, *Fabp4*, *Fasn*, and *Adipoq* at day 8 (Fig. 6C). These results suggest that KDM5 regulation of cyclin gene expression is a critical step in adipogenic gene expression and lipid accumulation in differentiating 3T3-L1 adipocytes.

**Figure 6.**
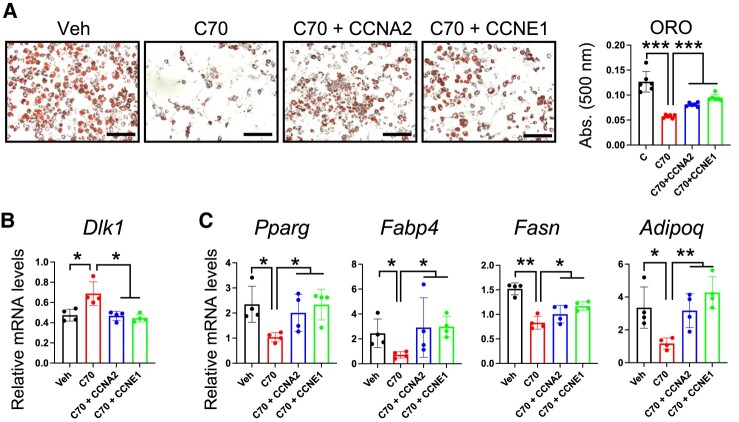
Cyclin A2 and E1 complementation rescues C70 impairment of 3T3-L1 preadipocyte differentiation. 3T3-L1 preadipocytes were transfected at day −3 with expression plasmids for *Ccna2* or *Ccne1* and treated with C70 or Veh on days −2 to 0. (A) Lipid staining with oil red O (ORO) and quantification in 3T3-L1 at day 8 of differentiation. (B) *Dlk1* mRNA levels at day 2. (C) Adipogenic gene expression at day 8. Analysis by ANOVA followed by pairwise *t* test; * *P* < .05; ** *P* < .01; *** *P* < .001.

### *Kdm5c* Knockdown Recapitulates Most of the Effects of KDM5 Inhibition on Gene Expression in White and Brown Adipocytes

Given that KDM5A and KDM5C proteins (but not KDM5B) are present in preadipocytes (Fig. 1), we hypothesized that the inhibition of one or both of these by C70 might underlie the differentiation-inhibitory effect of C70. To investigate, we performed siRNA knockdown of *Kdm5a* or *Kdm5c* in 3T3-L1 preadipocytes at day −2 and measured gene expression during differentiation. *Kdm5c* knockdown in preadipocytes increased *Dlk1* and *Ccnd1* expression during early differentiation (day 1 and 2) (Fig. 7A), similar to what was observed with C70 treatment (see Figs. 2 and 5). Furthermore, *Kdm5c* knockdown at day −2 prevented attainment of mature adipocyte gene expression at day 7, with aberrant elevation in *Dlk1* levels and failure to induce lipogenic genes such as *Fasn* and *Gpat1* (Fig. 7B). *Kdm5c* knockdown in brown adipocytes also led to aberrant elevations in *Dlk1* gene expression, as well as failure to induce thermogenic genes (*Ucp1*, *Cidea*, *Tbx1*) (Fig. 7C). In contrast, *Kdm5a* knockdown in 3T3-L1 preadipocytes at day −2 did not alter adipogenic gene expression (Fig. 7D). Thus, *Kdm5c* knockdown phenocopies the effects of the C70 KDM5 inhibitor on adipogenic gene expression.

**Figure 7.**
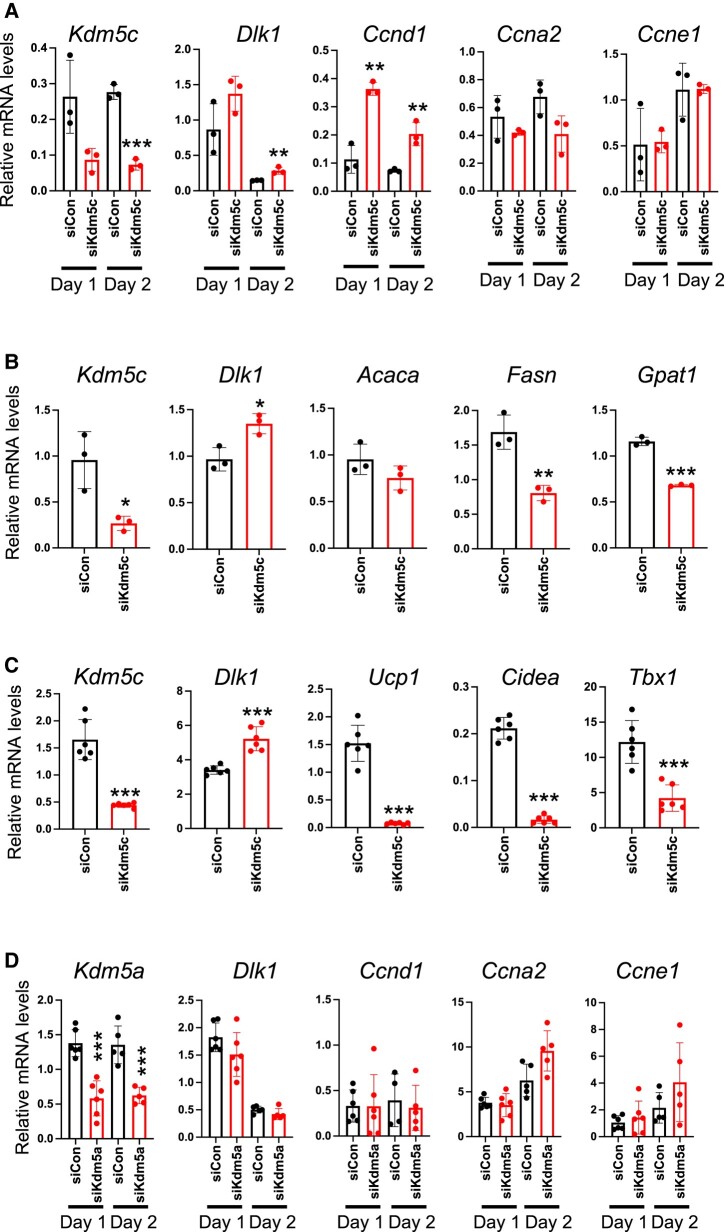
*Kdm5c* knockdown recapitulates effects of C70 on adipocyte differentiation. (A, B) 3T3-L1 preadipocytes were transfected at day −3 with a pool of siRNA directed at *Kdm5c* (siKdm5c) or nonspecific control siRNA (siCon). Gene expression was measured at (A) days 1 and 2 for *Kdm5c*, *Dlk1*, and cell cycle genes, or at (B) day 7 for *Kdm5c*, *Dlk1*, and lipogenic genes. (C) Brown adipocytes were transfected with siKdm5c or siCon at day −1 and *Dlk1* and thermogenic gene expression was assessed at day 7. (D) 3T3-L1 preadipocytes were transfected with siRNA directed against *Kdm5a* or siCon at day −3 and expression determined at days 1 and 2 for *Kdm5a*, *Dlk1*, and cell cycle genes. Data analyzed by ANOVA followed by *t* test; * *P* < .05; ** *P* < .01; *** *P* < .001.

### KDM5 Activity Influences Mitochondrial Function During White and Brown Adipocyte Differentiation

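All 77 nuclear oxidative phosphorylation subunits in the count table were lower after C70 at day 2, with a median log2 fold change of -0.33 and 40 DEGs. At day 1, 69 were lower (median -0.17, 7 DEGs) and at day 7, 76 (median -0.31, 34 DEGs), while at day 0 the median was 0.022. Of 77 mitochondrial ribosome genes, 75, 72 and 75 were lower at days 1, 2 and 7, with medians of -0.21, -0.25 and -0.21. Camera with the preset correlation gave adjusted P values of 0.000122, 1.63e-08 and 3.46e-14 for the subunits and 1.71e-05, 1.71e-05 and 6.15e-09 for the ribosome genes. These calls held under fry and did not hold with an estimated correlation, where the adjusted P values were 0.398 or more. Part of the change at day 7 rested on 1 library. Without day 7 vehicle replicate 1, the medians were -0.19 for the subunits and -0.11 for the ribosome genes.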

In the RNA-seq experiment in 3T3-L1 cells, we noted that genes with altered expression levels in response to C70 included pathways associated with mitochondrial function (see Fig. 4C). To investigate whether KDM5 inhibition impacts mitochondrial activity, we treated 3T3-L1 cells with C70 at day −2 and performed bioenergetic studies at day 0 and throughout differentiation. Total mitochondrial respiration increased during 3T3-L1 differentiation and reflected increases in both ATP-linked and uncoupled respiration, as determined by repeated-measures ANOVA (Fig. 8A-8C). C70 treatment led to alterations in total mitochondrial respiration, and this was most evident in uncoupled respiration, as determined by repeated-measures ANOVA, followed by pairwise comparisons between control and C70-treated cells (Fig. 8A and 8C). This indicates that that KDM5 activity is important for the enhanced respiration, and particularly uncoupled respiration, that normally occurs during adipocyte differentiation.

**Figure 8.**
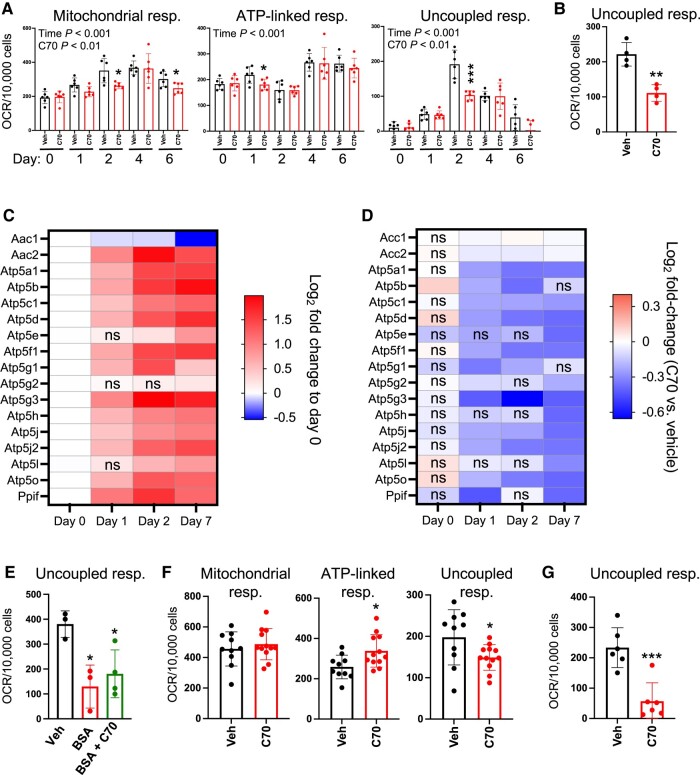
KDM5 inhibition disrupts adipocyte mitochondrial respiration. (A) Total mitochondrial respiration, ATP-linked respiration, and uncoupled respiration were assessed in 3T3-L1 cells at days 0 to 6 of differentiation after C70 or vehicle (Veh) treatment on days −2 to 0. (B) Complex II-driven mitochondrial respiration was assessed using succinate substrate in permeabilized 3T3-L1 cells at day 2. (C) Heatmap of differentially expressed ADP/ATP carrier (AAC) and mitochondrial permeability transition pore (mPTP) complex genes during 3T3-L1 differentiation filtered by fold-change relative to expression at day 0. (D) Heatmap of differentially expressed AAC and mPTP genes during 3T3-L1 differentiation filtered by fold-change in response to C70 treatment. (E) Uncoupled respiration in 3T3-L1 cells at day 2, after Veh, BSA, or BSA + C70 treatment at day 0. (F) Mitochondrial respiration parameters in brown adipocytes at day 5, after C70 treatment at days −1 to 0. Cells were activated with CL316,243 1 hour prior to the assay. (G) Complex II-driven mitochondrial respiration assessed using succinate substrate in permeabilized brown adipocytes at day 5. * *P* < .05; ** *P* < .01; *** *P* < .001.

We confirmed that C70 leads to reduced uncoupled respiration in cells that are provided with succinate, a substrate that is used directly by complex II of the electron transport chain (Fig. 8B).

A number of mitochondrial proteins have been associated with free fatty acid-induced mitochondrial uncoupling, including UCP1, ADP/ATP carrier (AAC), aspartate/glutamate carrier (AGC), and the mitochondrial permeability transition pore complex (mPTP) [32-34]. Of these mechanisms for uncoupled respiration, the mPTP and ACC components are expressed in white adipocytes, but *Ucp1* expression occurs primarily in brown adipocytes and AGC genes are expressed in muscle, liver, and heart [35]. Based on tissue distribution, we focused on AAC and mPTP complexes as potential targets of C70 action in white adipocytes.

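Aac1 is listed as Slc25a4 (chromosome 8 of GRCm38, 46206797 to 46211284) and Aac2 as Slc25a5 (chromosome X, 36795651 to 36798807), and all 15 mPTP genes of Fig. 8 are in the count table. They are 14 genes for subunits of ATP synthase and Ppif, which encodes cyclophilin D (chromosome 14, 25694154 to 25700468). The list therefore overlaps that of the oxidative phosphorylation subunits. In vehicle at day 0, Slc25a4 had 416 ± 15.2 CPM (SD, n = 3) and Slc25a5 had 172 ± 0.917 (SD, n = 3). The mPTP genes ranged at day 0 from 14.4 ± 0.482 CPM for Ppif to 593 ± 21.4 for Atp5b (SD, n = 3 each). Slc25a5, Atp5c1 and Atp5l have named pseudogenes, and Atp5g1, Atp5g2 and Atp5g3 are paralogs, so reads could have been divided between copies.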

We retrieved the expression levels from our RNA-seq data from differentiating adipocytes for components of the AAC (*Aac1* and *Aac2*) as well as 15 components of the mPTP complex. *Aac2*, but not *Aac1* mRNA, was induced throughout 3T3-L1 differentiation (Fig. 8C). 

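In vehicle-treated cells, Slc25a5 rose by a log2 fold change of 0.91 from day 0 to day 1, of 1.94 to day 2 and of 1.55 to day 7 (standard errors 0.0569, 0.058 and 0.055, adjusted P = 5.25e-15, 1.89e-23 and 7.83e-22 by edgeR's quasi-likelihood test). Slc25a4 changed by -0.12 and -0.065 at days 1 and 2 (adjusted P = 0.0672 and 0.308, same test) and by -0.39 at day 7 (standard error 0.0547, adjusted P = 1.31e-07), a fall past the fold change threshold. The comparison used vehicle samples because the legend of Fig. 8C does not say whether the cells had vehicle or C70.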

A strong induction was also observed for the majority of mPTP components at days 1, 2, and 7 compared to day 0 (Fig. 8C). 

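All 15 mPTP genes had higher counts in vehicle at days 1, 2 and 7 than at day 0, with median log2 fold changes of 0.56, 1.33 and 1.37. DEGs numbered 12, 13 and 15 on these days, and adjusted over the list alone 12, 15 and 15 genes had an adjusted P value under 0.05 by edgeR's quasi-likelihood test. The study chose the list on these samples, so that count is not independent evidence. Atp5b rose most by day 7, with a log2 fold change of 2.05 (standard error 0.0533), and Atp5g3 rose by 2.02 at day 2 (standard error 0.0625). The smallest change at day 7 was that of Atp5g2, at 0.34 (adjusted P = 2.75e-05, same test). Its change at day 1 was 0.0042 (adjusted P = 0.963) and turned to -0.022 without the genes of lowest mean level.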

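With C70, 14 of the 15 mPTP genes were lower than in vehicle at day 1 and all 15 at days 2 and 7, against 7 at day 0. The median log2 fold changes were 0.013, -0.17, -0.24 and -0.31 at days 0, 1, 2 and 7. Adjusted P values by edgeR's quasi-likelihood test were under 0.05 for 1, 8, 10 and 13 genes on these days, and adjusted over the list alone for 0, 8, 10 and 13. The 1 gene at day 0, Atp5b, was higher after C70. The DEGs numbered 0, 2, 7 and 6. At day 0, 1 gene had an unadjusted P value under 0.05. The DEGs at day 1 fell to 0 without day 1 vehicle replicate 2, where 5 genes had an adjusted P value under 0.05. Without day 7 vehicle replicate 1 there were 0 DEGs at day 7, although 11 genes had an adjusted P value under 0.05, and 13 of the 15 were lower, with a median of -0.18. Without day 7 C70 replicate 1 there were 2 DEGs at day 7. Atp5g3 fell most at day 2, from 638.5 ± 10.6 CPM in vehicle (SD, n = 3) to 404.9 ± 14.4 (SD, n = 4), a log2 fold change of -0.66 (standard error 0.0556, adjusted P = 2.71e-11, same test). Slc25a4 changed by 0.042, -0.086, 0.10 and -0.059 at days 0, 1, 2 and 7, with adjusted P values of 0.131 or more. Slc25a5 fell by 0.28 at day 1 and by 0.37 at day 2 on the log2 scale (adjusted P = 8.99e-05 and 5.02e-07, same test), the latter past the fold change threshold.

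**Figure D3:**
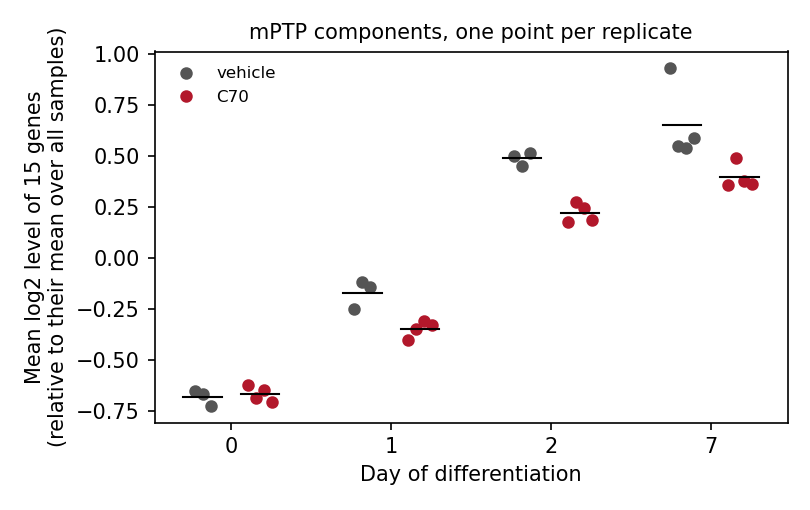
Mean log2 level of the 15 mPTP genes in each replicate on each day, relative to their mean over all samples, with a line at each group mean. At day 7, vehicle replicate 1 stands at 0.93, above the other vehicle replicates at 0.54 to 0.59.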

Inhibition of KDM5 with C70 significantly dampened mPTP-related gene expression but had only a slight effect on *Acc1* or *Acc2* gene expression (Fig. 8D).

AAC and mPTP activation is dependent on the presence of free fatty acids [32, 36]. To determine if the uncoupled respiration that was induced during adipocyte differentiation (Fig. 8A) requires fatty acids, we treated 3T3-L1 cells with 0.5% BSA at day 0 to complex free fatty acids and performed respiration studies at day 2. Uncoupled respiration in BSA-treated cells was significantly diminished, indicating that it is enhanced by fatty acids; it was not reduced further by treatment with C70 (Fig. 8E). This suggests that the C70-associated attenuation of uncoupled respiration acts through the same fatty acid-dependent uncoupling complex.

Next, we performed bioenergetic studies with brown adipocytes. Since KDM5 inhibition substantially reduced *Ucp1* expression in differentiated brown adipocytes (Fig. 2H), we expected that uncoupled mitochondrial respiration would also be reduced. To test this, we treated brown adipocytes with C70 at day −1, induced differentiation from day 0 to day 2, and performed bioenergetic measurements at day 5 after treating cells with a beta-adrenergic agonist (CL316,243) for 1 hour. C70 did not alter overall mitochondrial respiration, and slightly enhanced ATP-linked respiration, but as observed in white adipocytes, uncoupled respiration was diminished (Fig. 8F). This is consistent with reduced *Ucp1* expression in response to C70 treatment (Fig. 2H). The decrease in proton leak was confirmed in permeabilized brown adipocytes using succinate as substrate (Fig. 8G).

Thus, the attenuation of mitochondrial respiration gene expression that we observed with C70 treatment of 3T3-L1 cells was reflected in reduced levels of total and uncoupled mitochondrial respiration during 3T3-L1 differentiation. Brown adipocytes also showed reduced uncoupled respiration when KDM5 activity was inhibited. These alterations in mitochondrial function in differentiating adipocytes are consistent with a role for KDM5 in modulating mitochondrial gene expression and function in both white and brown adipocytes.

## Discussion

The regulation of white and brown adipocyte function is crucial for metabolic homeostasis. Regulation of white and brown adipogenic gene expression programs have been widely investigated, but questions remain in several areas, including the epigenetic mechanisms that influence adipose tissue mass and function [37]. Here we demonstrate that KDM5-mediated events are essential for cell proliferation and cellular energetic processes during both white and brown adipocyte differentiation. Previous studies have implicated KDM5 histone demethylases in 3T3-L1 adipocyte differentiation in vitro and in sex-biased adipose tissue expansion in vivo [13, 20]. However, the specific metabolic pathways and cellular functions that are regulated by KDM5 demethylase activity during adipogenesis have not been determined.

By modulating KDM5 histone demethylase activity in a temporally controlled manner using the C70 chemical inhibitor, we determined that KDM5 activity is required in early stages of white and brown preadipocyte differentiation for the establishment of gene expression programs, but it is expendable in mature adipocytes for maintaining cellular lipid content. Consistent with the known role of KDM5 enzymes as H3K4 histone demethylases, we identified key target genes that are regulated at the histone and gene expression level by KDM5 activity. In white preadipocytes, KDM5 activity is critical for the repression of *Dlk1*, which normally occurs as preadipocytes transition to mature adipocytes [38, 39]. Repression of *Dlk1* expression in preadipocytes is necessary for the appropriate induction of cyclin gene expression, which promotes cell proliferation in white preadipocytes prior to differentiation [40]. Expression of *Ccna2* and *Ccne1* were dysregulated when KDM5 activity was inhibited in 3T3-L1 cells. Restoration of cyclin A2 or E1 expression by ectopic expression was sufficient to normalize expression levels of several adipogenic genes that were altered by C70 treatment. Importantly, the cyclin complementation reversed dysregulation of *Dlk1* that was imposed by C70 treatment, allowing cells to progress from preadipocytes to mature adipocytes.

KDM5 activity was also found to have a key role in brown preadipocyte differentiation. As in white adipocytes, KDM5 activity was necessary for *Dlk1* repression and for modulation of H3K4 methylation at the *Dlk1* promoter. Most notably, KDM5 activity was necessary for the establishment of a key property of brown adipocytes—the induction of thermogenic gene expression, including *Ucp1*. H3K4me3 marks at a well-characterized *Ucp1* enhancer located 2.5 kb upstream of the gene were altered in parallel with the gene expression by KDM5 inhibition. Consistent with reduced *Ucp1* gene expression, brown adipocytes treated with KDM5 inhibitor had reduced uncoupled mitochondrial respiration. The interplay between KDM5 inhibition and mitochondrial activity was also evident in white adipocytes. Our unbiased transcriptome analysis in 3T3-L1 adipocytes with KDM5 inhibition revealed dysregulation of genes associated with mitochondrial function. Respiration assays demonstrated that uncoupled mitochondrial respiration normally increases during differentiation of white adipocytes, but this is blunted by KDM5 inhibition. Thus, KDM5 activity regulates uncoupled mitochondrial respiration during both white and brown adipogenesis.

The KDM5 competitive inhibitor employed in our studies binds to the 3 members of the protein family that we detected in adipocytes—KDM5A, KDM5B, and KDM5C [41]. We demonstrated that only KDM5A and KDM5C proteins are present in preadipocytes, which respond to C70, and tested which of these may be critical for the observed effects on adipogenesis by genetic knockdown. *Kdm5c* knockdown in preadipocytes phenocopied the effects of C70 on gene expression, with dysregulation of *Dlk1*, cyclin, and lipogenic gene expression in 3T3-L1 white adipocytes, and dysregulation of *Dlk1* and thermogenic gene expression in brown adipocytes. Conversely, *Kdm5a* knockdown did not alter adipogenic gene expression. We conclude that most of the effects we identified through inhibition of KDM5 activity in preadipocytes are associated with KDM5C function.

KDM5C has been implicated in promoting cancer cell proliferation in multiple cancer types, including breast, prostate, gastric, and colon cancer [42-45]. This has fostered an interest in developing additional inhibitors of H3K4 demethylase activity [41, 46-49]. Our findings indicate that unwanted effects of such inhibitors may include impaired adipogenesis and adipose tissue function. Considering that cancer is often associated with debilitating fat loss [50], it may be important to consider the effects of KDM5 inhibitors on adipose tissue.

In conclusion, we have shown that KDM5A and KDM5C proteins are present in preadipocytes, but not mature adipocytes, and that inhibition of KDM5 histone demethylase activity during a short window of preadipocyte expansion leads to a profound inhibition of adipocyte maturation, lipid accumulation, and mitochondrial respiration program. The KDM5-mediated effect on adipogenesis appears to be driven by the direct regulation of *Dlk1* expression and subsequent regulation of cyclin gene expression. Restoring expression of either cyclin A2 or cyclin E1 is sufficient to overcome the KDM5 inhibition affecting adipogenesis. These findings provide important mechanistic insight into our previous findings that *Kdm5c* gene dosage impacts adiposity in vivo [13].

## Data Availability

The RNA-seq data are deposited in Gene Expression Omnibus (GSE239950).

## Abbreviations

AAC: ADP/ATP carrier
AGC: aspartate/glutamate carrier
ChIP: chromatin immunoprecipitation
DEG: differentially expressed gene
H3K4: histone 3/lysine 4; me, methyl me2, dimethyl; me3, trimethyl; mPTP, mitochondrial permeability transition pore complex
OCR: oxygen consumption rate
qPCR: quantitative polymerase chain reaction
TSS: transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

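RNA-seq counts were analysed for 3T3-L1 cells treated with 10 µM C70 or vehicle from day -2 to day 0 and collected at days 0, 1, 2 and 7. The 29 samples formed 8 groups, with 3 vehicle and 4 C70 replicates at days 0, 1 and 2, and 4 replicates of each at day 7. The authors aligned reads with STAR 2.7.2a to GRCm38 with Ensembl release 97, and used edgeR 3.28.1 and Mfuzz 2.46.0. The deposited table is named as normalized, but its values are whole-number counts without scaling between samples, for 11959 genes that the authors had filtered. The counting program and the filter are not named in the text of the paper. Every gene had a CPM (counts per sample scaled to the same total) above 1 in at least 20 samples. Symbols were found in the annotation for 11953 genes, and 6 had none. Of 42 genes the paper names, 38 are in the table. Kdm5d, Ucp1, Cidea and Tbx1 were not analysed here.

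Total counts ranged from 16320275 to 24037170 per sample, and factors from the trimmed mean of M values method from 0.898 to 1.08. The common biological coefficient of variation was 0.0594. Over 39 pairs of replicates, the chi-square per degree of freedom ranged from 2.65 to 46.7 with a median of 5.09, so replicates differed by more than counting noise. The first principal component held 67.4% of the variance and the second 19.6%.

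All samples were fitted together in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test with group means and no covariate. C70 was compared with vehicle at each day, vehicle at days 1, 2 and 7 with vehicle at day 0, and the C70 effect between days by interaction contrasts. P values were adjusted by the Benjamini-Hochberg method within each comparison. DEGs had an adjusted P value under 0.05 and a fold change over 1.25. The genes named were those the paper names for its RNA-seq data or as markers, and for each day the 3 with the largest rise and the 3 with the largest fall among DEGs that were in the upper part of mean expression, above the median, and separated every C70 replicate from every vehicle replicate. Of these, 1 gene is not reported here.

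DEGs were clustered with e1071 1.7.16. Lists of S phase, G2/M, oxidative phosphorylation, mitochondrial ribosome, mitochondrially encoded, mPTP, adipogenic and lipogenic, cholesterol synthesis, collagen, interferon-stimulated, imprinted and germline genes were tested with camera and fry in limma 3.58.1, two-sided, and in clusters by Fisher's exact test, one-sided. P values of camera were adjusted over all lists and days. Only 1 of 26 germline genes is in the table, so this list was not tested. These comparisons and lists, and all alternatives below except where said, were chosen in advance.

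The alternatives were other thresholds, adjustment over all days together, pseudocounts, removal of the genes of lowest mean level, median scaling, quantile normalization, a separate fit per day with and without a replicate block, no trend, sample quality weights, limma on log2 values, DESeq2 1.42.0, and leaving out each library in turn. For the clusters they were single starts, a fuzzifier of 1.5, a membership over 0.7 and the clustered DEGs as background, and for the lists camera with an estimated correlation, fry and the members above the median of mean expression. The likelihood ratio test and the exact test of edgeR were added after seeing the data. The methods were tested on simulated data, in which 200 of the 11959 genes were changed 2-fold at day 2. The quasi-likelihood test recovered 97% of them with 5 false calls, and made 0 calls on the 3 other days. The DEGs in the data were more numerous and mostly changed by less. Their median absolute log2 fold change ranged from 0.493 at day 0 to 0.567 at day 2. The simulated recovery therefore does not carry over to them. Tables were assembled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The qPCR, ChIP, protein, knockdown and respiration experiments were not analysed here, and neither were the DAVID keywords.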

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

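All tests of explanations in this part were chosen after the results were seen, except the test of GC content and gene length on day 7 vehicle replicate 1. The comparisons between days themselves were chosen in advance.

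In 23 of 255 groups of 4 replicates, 1 sample lay far from the others, where about 12.8 would by chance, and 13 of the 23 were in day 7 vehicle replicate 1 and 5 in day 7 C70 replicate 2. Total counts were 24037170 in day 0 C70 replicate 4 and 21433580 in day 7 vehicle replicate 3. In day 7 vehicle replicate 1, the CPM was 1620 for Adipoq, 2783 for Atp5b, 326.5 for Atp5c1, 160.8 for Atp5e, 368.5 for Atp5f1, 688.5 for Atp5g3, 147.9 for Atp5h, 225.2 for Atp5j, 331.2 for Atp5j2, 369.5 for Slc25a4 and 130.5 for Kdm5c. Its mean log2 level was 1.17 for oxidative phosphorylation subunits and 0.93 for mPTP genes, against at most 0.80 and 0.59 in the other replicates. In day 7 C70 replicate 2 the levels were 0.46 for mitochondrial ribosome genes, 0.49 for mPTP genes and -0.35 for collagen genes, with a CPM of 337.2 for Atp5d and 1047 for Lpin1. The remaining samples were day 0 C70 replicate 2 (0.19 for cholesterol synthesis genes), day 7 vehicle replicate 2 (a CPM of 0.845 for Ccnb1) and day 2 C70 replicate 3 (a CPM of 205.2 for Cdk4). No explanation was tested for these samples or for the deviations of day 7 C70 replicate 2, and no biological explanation for any single sample.

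The gap of day 7 vehicle replicate 1 to the nearest other replicate in oxidative phosphorylation subunits was 0.37 on the log2 scale, and 0.14 after a trend on GC content and gene length was removed from each library. A candidate explanation for the gap is therefore a bias of that library by GC content or length. The library's level of adipogenic and lipogenic genes, 2.37, lay within the range of the others, 2.33 to 2.39. The genes in these lists share functions, so their deviations are not independent.

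The lower mPTP genes with C70 at day 7 kept a median of -0.31 after removal of the GC content and length trend, -0.30 at equal depth and -0.30 under quantile normalization, the smallest of the scalings. Without day 7 vehicle replicate 1 the median was -0.18 and the DEGs went from 6 to 0, and without day 7 C70 replicate 1 they went to 2. For oxidative phosphorylation subunits at day 7 the medians were -0.29, -0.31 and -0.30 under the first 3 of these tests and -0.30 without mitochondrial and the most abundant genes. Without day 7 vehicle replicate 1 it was -0.19. With sample quality weights, the medians at day 7 were -0.22 for mPTP genes and -0.21 for the subunits. The mPTP and oxidative phosphorylation lists share genes for ATP synthase subunits, Atp5c1 among them, so they are not independent evidence. The values above argue against GC content and length, depth, scaling or 1 library as the whole cause for either list. They do not decide on the most abundant genes, whose removal moved log2 fold changes at day 7 by a median of only 0.0037. The size of the change at day 7 stays open because it depends on day 7 vehicle replicate 1.

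The C70 effect differed between days in 1663 genes (day 1 against day 0), 3181 (day 2 against day 0), 2628 (day 7 against day 0) and 2504 (day 7 against day 2). For each, 1 of 100 drawn splits of the samples, the real one, gave as many genes. The splits mix C70 and vehicle samples within every day, so they cannot test whether the effect was equal on all days.

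Among the 57 named genes reported, the C70 effect differed from that at day 0 in 28 at day 1, 36 at day 2 and 25 at day 7, and between days 7 and 2 in 29. Many of these genes were chosen for their change on one of the days, so the counts describe them alone. The log2 differences for day 1 minus day 0 were those of Ccnd1 (0.33), Ccne1 (-0.57), Ccne2 (-0.82), Ccnb1 (-0.50), Cdc20 (-0.35), Slc25a5 (-0.39), Atp5d (-0.33), Atp5g3 (-0.35), Fabp4 (-0.49), Adipoq (-1.47), Fasn (-0.37), Lpin1 (-0.64), Hsd11b1 (-2.51), Eno3 (0.95), G0s2 (-3.51), Atf7ip (0.71), Adhfe1 (0.81), Ptprv (1.34), Cdsn (1.82), Crocc2 (1.38), Gpd1 (-2.52), Lgals12 (-3.40), Aqp1 (0.81), Insig1 (-0.47), Apod (2.00), Kif26b (0.81), Ndrg1 (0.45) and Ces1a (1.02). For day 2 minus day 0 they were Ccnd1 (1.26), Ccnd2 (-0.41), Ccne2 (-0.86), Ccna2 (-0.67), Ccnb1 (-0.85), Ccnb2 (-0.94), Cdk4 (0.33), Cdc20 (-0.65), Slc25a5 (-0.48), Atp5a1 (-0.39), Atp5b (-0.53), Atp5d (-0.49), Atp5f1 (-0.40), Atp5g3 (-0.65), Atp5j2 (-0.34), Atp5o (-0.46), Dlk1 (0.79), Fabp4 (-0.57), Acaca (-0.50), Fasn (-1.15), Lpin1 (-0.71), Hsd11b1 (-3.15), Eno3 (1.65), G0s2 (-3.18), Atf7ip (0.68), Ptprv (2.25), Cdsn (-0.99), Crocc2 (3.27), Gpd1 (-2.29), Aqp1 (2.62), Thrsp (-3.05), Insig1 (-1.44), Dpt (0.98), Apod (2.92), Kif26b (1.68) and Ces1a (0.90). For day 7 minus day 0 they were Ccnd1 (0.79), Ccne1 (0.36), Atp5d (-0.47), Atp5f1 (-0.35), Atp5g3 (-0.35), Atp5h (-0.32), Atp5l (-0.36), Atp5o (-0.46), Dlk1 (0.64), Pparg (0.35), Fabp4 (0.37), Acaca (0.37), Hsd11b1 (-3.66), Eno3 (-1.43), G0s2 (-1.80), Nupr1 (1.18), Atf7ip (1.10), Adhfe1 (1.05), Ptprv (-0.84), Cdsn (-2.21), Dpt (0.77), Apod (0.99), Kif26b (1.91), Ndrg1 (-1.98) and Ces1a (-1.09). For day 7 minus day 2 they were Ccnd1 (-0.47), Ccnd2 (0.58), Ccne1 (0.65), Ccne2 (0.56), Ccnb2 (1.14), Cdk4 (-0.33), Pparg (0.42), Fabp4 (0.94), Adipoq (1.24), Acaca (0.87), Fasn (1.22), Lpin1 (0.61), Hsd11b1 (-0.51), Eno3 (-3.08), G0s2 (1.38), Nupr1 (1.12), Atf7ip (0.43), Adhfe1 (0.76), Ptprv (-3.08), Cdsn (-1.21), Crocc2 (-3.81), Gpd1 (2.12), Lgals12 (0.96), Aqp1 (-2.69), Thrsp (2.95), Insig1 (1.14), Apod (-1.93), Ndrg1 (-2.24) and Ces1a (-1.99). Several of the largest differences rest on groups with few counts. At day 0 the CPM in vehicle was 0.312 for G0s2, 0.283 for Adipoq, 0.227 for Thrsp and 0.0599 for Lgals12, which is listed at 0 in day 0 vehicle replicate 2, so that its difference (standard error 0.985) depends on the prior count. At day 7 it was 0.675 for Ptprv, 0.563 for Crocc2, 0.539 for Ccnb2 and 0.299 for Kif26b, and at day 1 0.821 for Cdsn. G0s2 at day 0 was not a DEG without day 0 vehicle replicate 1 (1.66), Ptprv at day 7 without day 7 C70 replicate 3 (0.57) and Crocc2 at day 7 without day 7 C70 replicate 4 (0.80). Ces1a had a CPM under 1 at day 7 and was not a DEG there without day 7 vehicle replicate 1 (-1.01) or 3 (-0.80), or day 7 C70 replicate 1 (-0.99), 2 (-0.81) or 3 (-0.98). Adipoq did not pass the fold change threshold at day 7 without vehicle replicate 3 (0.31) or 4 (0.31). No technical explanation was tested for these differences, and they were not computed with each library left out.

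Of 11 lists, the C70 effect differed between days by both camera and fry in 7, 10 and 7 for days 1, 2 and 7 against day 0 and in 5 for day 7 against day 2. With an estimated correlation, camera kept 4, 5, 2 and 2 of them, or 13 of 29: adipogenic and lipogenic genes in each comparison but day 7 against day 0, cholesterol synthesis genes in all 4, imprinted genes for days 1, 2 and 7 against day 0, S phase genes for days 1 and 2 against day 0, and G2/M genes for day 2 against day 0. The median log2 differences for day 1 minus day 0 were those of S phase genes (-0.33), G2/M genes (-0.31), mPTP genes (-0.19), adipogenic and lipogenic genes (-0.41), cholesterol synthesis genes (-0.58), interferon-stimulated genes (0.87) and imprinted genes (0.19). For day 2 minus day 0 the lists were S phase genes (-0.40), G2/M genes (-0.67), oxidative phosphorylation subunits (-0.36), mitochondrial ribosome genes (-0.21), mPTP genes (-0.25), adipogenic and lipogenic genes (-0.72), cholesterol synthesis genes (which fell by 1.25), collagen genes (0.16), interferon-stimulated genes (1.31) and imprinted genes (0.71). For day 7 minus day 0 the lists were oxidative phosphorylation subunits (-0.32), mitochondrially encoded genes (0.58), mPTP genes (-0.30), cholesterol synthesis genes (-0.64), collagen genes (0.43), interferon-stimulated genes (0.54) and imprinted genes (0.70). For day 7 minus day 2 the lists were S phase genes (0.40), G2/M genes (0.63), mitochondrially encoded genes (0.47), adipogenic and lipogenic genes (0.76) and cholesterol synthesis genes (0.64). For the lists too, neither a technical explanation nor leaving out each library was tested on the differences themselves. The mPTP and oxidative phosphorylation lists share genes, so the counts of lists are not counts of independent results.

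The paper does not report on cholesterol synthesis genes. Their medians were 0.18, -0.35, -1.00 and -0.40 at days 0, 1, 2 and 7. At day 2 the median was -1.11 after removal of the GC content and length trend, -0.98 at equal depth, -1.01 under median scaling, -1.00 without mitochondrial and the most abundant genes and -0.97 with 1 library left out, the smallest of these fits. Removal of mitochondrial and the most abundant genes moved log2 fold changes at day 2 by a median of only 0.006. It could therefore hardly move this median, and it does not decide on a few abundant genes. None of the other tests explains the change at day 2, and an effect of C70 on the pathway stays a hypothesis. At day 0, 2 of the 35 splits gave a median as far from 0.

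Collagen genes had medians of 0.14, 0.25, 0.34 and 0.79. At day 7 the tests in the same order gave 0.59, 0.80, 0.70 under quantile normalization, 0.57 and 0.76. In the fit without mitochondrial and the most abundant genes, removed genes also left the lists, so 0.57 need not cover every collagen gene. A lower share of adipocytes could raise collagen genes, and would on its own lower adipogenic and lipogenic genes. At day 7 the latter had a median of 0.026, with 14 lower and 15 higher, and 4 of their 7 DEGs were above vehicle. They therefore give no sign of a lower share alone. A lower share together with changes within cells cannot be excluded. Imprinted growth genes had medians of 0.22, 0.62 and 0.72 at days 1, 2 and 7, and at day 7 the tests gave 0.57, 0.76, 0.67 under quantile normalization, 0.73 and 0.69. For both lists these values argue against GC content and length, depth, scaling or 1 library as the whole cause. They do not decide on a few abundant genes, whose removal moved log2 fold changes at day 7 by a median of only 0.0037. In vehicle, the median change from day 0 to day 7 was -0.90 for collagen genes and -1.83 for imprinted genes. The higher levels with C70 were thus seen against a fall over the course.

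Interferon-stimulated genes had medians of -0.24, 0.61 and 0.95 at days 0, 1 and 2. Without day 1 C70 replicate 1 the median at day 1 was 0.40. In vehicle alone, the medians of this list against day 0 were -3.86 at day 1 and -4.53 at day 2. The higher medians with C70 are small beside this fall, and show no rise over day 0. At day 2 the tests gave 0.93, 1.03, 0.66 under quantile normalization, 0.94 and 0.83. At day 0 they gave -0.20, -0.24, -0.24 with DESeq2, -0.24 and -0.19. Without mitochondrial and the most abundant genes the adjusted P value at day 0 by fry was 0.0532, against 0.0403 and 0.0422 after the GC content and length trend was removed and at equal depth (0.000482 to 0.468 over camera, fry and the other alternatives for this list), so that explanation cannot be told apart there although the median hardly moved. The reading of this last test was settled after its value was seen. The calls at days 0, 1 and 2 held under fry, and not with an estimated correlation or among members above the median of mean expression.

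Mitochondrially encoded genes had a median of 0.47 at day 7, and 0.39 after removal of the GC content and length trend, 0.47 at equal depth and 0.41 in the smallest fit with 1 library left out. Under quantile normalization it was 0.093, against 0.47 under median scaling. Quantile normalization compresses the most abundant genes, so scaling cannot be told apart from a change in these genes.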

How the results depend on the processing

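Apart from leaving out libraries, 4370 values of single genes and lists under the alternatives kept their direction and their side of the threshold, and 234 counts stayed within 1.5 times the count reported. With a fold change over 1.5 the DEGs numbered 392, 1091, 1740 and 1052 at days 0, 1, 2 and 7, 2550 at one or more time points, 1379 at exactly 1, 1171 at more than 1, 99 at all 4, 735 at days 1 and 2, 339 at days 1, 2 and 7, and 4063 in vehicle at day 1 against day 0. Under this threshold the C70 effect differed in 668, 1645 and 1228 genes between days 1, 2 and 7 and day 0, and in 1134 between days 7 and 2. On the adjusted P value alone the counts were 2366, 4865, 6064 and 4919 at the 4 time points, 8848 at one or more, 5732 at more than 1, 742 at all 4, 3561 at days 1 and 2 and 2080 at days 1, 2 and 7. These thresholds admit fewer or more genes by construction. Without the genes of lowest mean level, where fewer genes were tested, the counts were 594 at day 0, 1630 at day 1, 1847 at more than 1 time point, 153 at all 4 and 1186 at days 1 and 2. Under quantile normalization 197 genes were DEGs at all 4 time points, and the cause was not tested.

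With an estimated correlation, camera made 10 of 44 calls against 31 with the preset one, and fry made 33. A fuzzifier of 1.5 assigned 4794 genes and a membership over 0.7 assigned 1430, with 7 pairs of list and cluster. Among genes above the median of mean expression, the correlation with the vehicle course was -0.578 for day 2 and -0.39 for day 7.

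Values that were small, or of genes with few counts, changed sign, and the cause was not tested. Without the genes of lowest mean level, the log2 fold changes were 0.011 for Acaca at day 1, 0.0054 for Cdk4 and 0.021 for Kdm5c at day 7, and -0.022 for Atp5g2 in vehicle at day 1. Median scaling gave -0.00033 for Kdm5c at day 1. Quantile normalization gave -0.017 for Atp5a1, -0.068 for Dlk1 and -0.020 for Adipoq at day 0, -0.0098 for Atp5l and -0.046 for Kdm5c at day 1, and -0.19 for Ccnb2, 0.00019 for Kdm5c and -0.0089 for Lpin1 at day 7. Sample quality weights gave 0.0012 for Gpam at day 0, and 0.024 for Cdk4, 0.0018 for Atp5b, 0.076 for Atp5g1, 0.056 for Fabp4 and -0.031 for Lpin1 at day 7. For Kdm5c at day 7, limma gave 0.0041 and DESeq2 0.0018. Among members above the median of mean expression, the median was 0.013 for imprinted genes at day 0 and 0.042 for G2/M genes at day 7. Another 112 results became weaker and 49 stronger.

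A separate fit per day with a replicate block gave 1172, 2551, 3608 and 1827 DEGs at days 0, 1, 2 and 7, and 5180 at one or more time points. It turned the log2 fold changes of Atp5g3 at day 0 to 0.0022, Atp5l at day 1 to -0.0088, Acaca at day 1 to 0.0047 and Ppif at day 2 to 0.0019. Residuals of libraries with the same replicate number correlated from -0.205 to 0.214 over 13 pairs, with 2 above 0.1, so the numbers were not taken to make the samples paired.

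With each library left out in turn, none of the counts of DEGs over all genes moved by more than 1.5 times. Log2 fold changes that changed sign in these fits ranged at day 0 from -0.039 to 0.0023 for Cdk4, -0.0078 to 0.091 for Cdc20, -0.00099 to 0.036 for Atp5c1, -0.034 to 0.063 for Atp5g2, -0.028 to 0.0081 for Atp5g3, -0.031 to 0.036 for Atp5j2 and -0.055 to 0.025 for Gpam. At day 1 they ranged from -0.024 to 0.031 for Atp5l, -0.020 to 0.022 for Kdm5c, -0.039 to 0.023 for Acaca and -0.021 to 0.11 for Adhfe1. At day 7 they ranged from -0.54 to 0.18 for Ccnb1, -0.095 to 0.29 for Ccnb2, -0.064 to 0.076 for Cdk4, -0.094 to 0.026 for Slc25a4, -0.090 to 0.0094 for Atp5b, -0.084 to 0.090 for Atp5g1, -0.16 to 0.037 for Kdm5a, -0.088 to 0.045 for Kdm5c, -0.10 to 0.076 for Fabp4, -0.098 to 0.040 for Gpam, -0.047 to 0.078 for Lpin1, -0.052 to 0.12 for G0s2 and -0.13 to 0.021 for Nupr1. Atp5g2 in vehicle at day 1 ranged from -0.052 to 0.045. In other fits of this kind 34 results became weaker and 29 stronger. At day 7, Ccnb1 and Ccnb2 had a CPM under 1 in vehicle, at 0.479 and 0.539, so the depth limits their fold changes.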

Differences from the paper's values

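The paper reports 1371 genes changed at days 1, 2 and 7, against 861 here. None of the alternatives set before the data were examined closed the gap. The count was 2080 on the adjusted P value alone, 339 with a fold change over 1.5, 871 with DESeq2, 865 without a trend, 862 with sample quality weights, 856 with median scaling, 854 with limma, 849 with adjustment over all days together, 861 and 855 with pseudocounts of 0.1 and 2, 765 and 725 with a separate fit per day without and with a replicate block, 671 with quantile normalization and 580 without the genes of lowest mean level. With each library left out in turn it ranged from 812 to 889. The likelihood ratio test and the exact test, chosen after seeing the values, gave 891 and 877. What the paper's number counts is in doubt, because in Fig. 4A it equals the sum of the regions for days 1 and 2 and for days 1, 2 and 7, both without day 0, while the regions that days 1, 2 and 7 share add up to less. DEGs at days 1 and 2 but not at day 0, a count chosen after seeing the values, numbered 1299 here. In a similar way, the paper gives 2543 genes at more than one time point, while the regions of a single time point in Fig. 4A add up to nearly that number and the other regions to more. Here 2538 genes were DEGs at exactly 1 time point and 2781 at more than 1.

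The paper lists Ccnd3 among the cyclin genes reduced by C70 (Fig. 5E). Here Ccnd3 was higher after C70, with log2 fold changes of 0.26, 0.24 and 0.32 at days 1, 2 and 7. The paper also lists Ccnd2 as reduced, and here its log2 fold change was -0.33 at day 2 and 0.25 at day 7. In the paper's qPCR, a separate experiment, Cdk4 was reduced at days 1 and 2, and here its log2 fold changes were 0.065 and 0.31. With single libraries left out, the value at day 2 ranged from 0.28 to 0.34 and passed the fold change threshold in 2 fits. Cdk4 also overlaps an antisense gene. Ccna2 and Cdc20, also reduced in that qPCR, were lower here at day 1 but by less than the fold change threshold (-0.31 and -0.30), and passed it with sample quality weights (-0.36 and -0.33), without day 1 vehicle replicate 1 (-0.40 and -0.37), and without day 1 C70 replicate 1 (-0.33 and -0.32) or 3 (-0.35 and -0.34). The paper reports impaired adipogenic and lipogenic gene expression, by qPCR in a separate experiment, after C70 on days -2 to 0 (Fig. 2D). Here, at day 7, Acaca and Adipoq were above vehicle, with log2 fold changes of 0.42 and 0.35, although Adipoq did not pass the fold change threshold without day 7 vehicle replicate 3 (0.31) or 4 (0.31). The text of the paper describes clusters 1, 2 and 3 as reduced by C70 from day 0 to day 2. In the clusters with the lowest centres at day 2, 39.2%, 79.3% and 47.8% of the genes were lower than vehicle at day 0. It also describes clusters 4 to 8 as increased, and here cluster 4, whose number need not be the paper's, had a median log2 fold change of -0.34 at day 7, and cluster 6 of -0.12. Of these, clusters 3, 4 and 6 had no matching centre with a fuzzifier of 1.5.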

Other observations

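The correlations with the vehicle course were chosen in advance, the tests of explanations for them and the readings of the splits were written after the results were seen, and the counts of splits for the size of each list's median were added after those for the number of lists.

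At each of days 0, 1, 2 and 7, 1 of the 35 splits of the day's samples, the real one, gave as many DEGs. Of 100 drawn splits over all days, 1 gave as many DEGs at one or more time points, at more than 1, at all 4, at days 1 and 2, and at days 1, 2 and 7, and 4 gave as many at exactly 1. In vehicle, with 6471, 7864 and 8785 DEGs at days 1, 2 and 7 against day 0, 1 of 10, 1 of 10 and 1 of 35 splits gave as many, and 10 splits cannot give a share under 0.05.

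The number of lists past the threshold of camera was reached by 30, 3, 18 and 11 of the 35 splits at days 0, 1, 2 and 7, so it does not set the real groups apart. The size of the median was reached at day 0 by 6 splits for S phase genes, 20 for G2/M genes, 20 for oxidative phosphorylation subunits, 4 for mitochondrial ribosome genes, 5 for mitochondrially encoded genes, 23 for mPTP genes and 3 for adipogenic and lipogenic genes, and by 1 for collagen, interferon-stimulated and imprinted genes. At day 1 it was reached by 1 split for every list but mitochondrially encoded genes (15), and at day 2 by 1 for every list but these (34) and mPTP genes (2). At day 7 it was reached by 5 for S phase genes, 31 for G2/M genes, 3 for mitochondrial ribosome genes, 12 for adipogenic and lipogenic genes and 8 for interferon-stimulated genes, and by 1 for the others.

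The hypothesis that C70 blunts or delays the course of differentiation was tested across genes, which are not independent replicates, with no library on both sides. The C70 effect at day 2 correlated with the vehicle change from day 0 to day 7 at r = -0.425 (rho = -0.485), with opposite signs in 69.1% of genes. The effect at day 7 correlated with the vehicle change to day 2 at r = -0.403 (rho = -0.415, 64.8%). After removal of the GC content and length trend r was -0.427 and -0.393, and at equal depth -0.424 and -0.399. Of 35 splits, 2 gave a correlation as low at day 2 and 1 at day 7. Adipogenic and lipogenic genes did not follow these correlations over genes at day 7. Of 29 genes, 24 were lower at day 1 (median -0.44) and 29 at day 2 (median -0.67), but 14 were lower and 15 higher at day 7 (median 0.026, and -0.0074 under quantile normalization). Camera gave adjusted P values of 2.06e-10, 1.59e-15 and 0.926, and the calls at days 1 and 2 held under fry and with an estimated correlation. The hypothesis stays open at day 2, where the splits do not exclude it as a matter of grouping, and at day 7, where this list does not show it.

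Genes that the paper measured by qPCR in 3T3-L1 cells had these values in the RNA-seq data. Dlk1 had log2 fold changes of 0.18, 0.39, 0.97 and 0.82 with C70 at days 0, 1, 2 and 7, Pparg of -0.50, -0.60, -0.57 and -0.15, and Fabp4 of -0.41, -0.90, -0.98 and -0.046. Fasn had 0.19, -0.18, -0.96 and 0.26, and Adipoq 0.25, -1.22, -0.90 and 0.35. Acaca had 0.053, -0.0081, -0.44 and 0.42, Gpam (Gpat1) -0.018, -0.087, -0.22 and -0.029, and Lpin1 0.13, -0.51, -0.58 and 0.026. The values of Acaca at day 1, Gpam at days 0 and 7, and Fabp4 and Lpin1 at day 7 changed sign with single libraries left out (ranges of -0.039 to 0.023, -0.055 to 0.025, -0.098 to 0.040, -0.10 to 0.076 and -0.047 to 0.078). At day 0 Adipoq had a CPM of 0.283 in vehicle, and its log2 fold change (standard error 0.504) ranged from 0.019 without day 0 vehicle replicate 3 to 0.63 without day 0 vehicle replicate 1. At day 7, Adipoq no longer passed the fold change threshold without vehicle replicate 3 (0.31) or 4 (0.31), and Fasn passed it without vehicle replicate 2 (0.33) or C70 replicate 2 (0.35). At days 1 and 2 Ccna2 had -0.31 and -0.82, Ccne1 -0.78 and -0.50, and Cdc20 -0.30 and -0.60. Ccna2 and Cdc20 passed the fold change threshold at day 1 without day 1 vehicle replicate 1 (-0.40 and -0.37), or without day 1 C70 replicate 1 (-0.33 and -0.32) or 3 (-0.35 and -0.34). In the paper's blots (Fig. 1), KDM5B protein was seen in mature adipocytes but not preadipocytes, and KDM5A and KDM5C protein mainly in preadipocytes. The values here are of RNA, from other days, and for Kdm5b they went the other way. In vehicle, Kdm5b fell by 0.54, 0.91 and 1.06 on the log2 scale at days 1, 2 and 7 against day 0. On these days Kdm5a changed by -0.13, -0.16 and -0.29 and Kdm5c by 0.07, 0.17 and -0.06, none past the fold change threshold. Ccna2 and Cdc20 overlap an antisense gene, and so does Cdk4, which had 0.065 and 0.31 at days 1 and 2.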
